# Single-cell transcriptomics identifies CD44 as a marker and regulator of endothelial to haematopoietic transition

**DOI:** 10.1038/s41467-019-14171-5

**Published:** 2020-01-29

**Authors:** Morgan Oatley, Özge Vargel Bölükbası, Valentine Svensson, Maya Shvartsman, Kerstin Ganter, Katharina Zirngibl, Polina V. Pavlovich, Vladislava Milchevskaya, Vladimira Foteva, Kedar N. Natarajan, Bianka Baying, Vladimir Benes, Kiran R. Patil, Sarah A. Teichmann, Christophe Lancrin

**Keywords:** Computational biology and bioinformatics, Haematopoietic stem cells, Transcriptomics, Haematopoietic stem cells

## Abstract

The endothelial to haematopoietic transition (EHT) is the process whereby haemogenic endothelium differentiates into haematopoietic stem and progenitor cells (HSPCs). The intermediary steps of this process are unclear, in particular the identity of endothelial cells that give rise to HSPCs is unknown. Using single-cell transcriptome analysis and antibody screening, we identify CD44 as a marker of EHT enabling us to isolate robustly the different stages of EHT in the aorta-gonad-mesonephros (AGM) region. This allows us to provide a detailed phenotypical and transcriptional profile of CD44-positive arterial endothelial cells from which HSPCs emerge. They are characterized with high expression of genes related to Notch signalling, TGFbeta/BMP antagonists, a downregulation of genes related to glycolysis and the TCA cycle, and a lower rate of cell cycle. Moreover, we demonstrate that by inhibiting the interaction between CD44 and its ligand hyaluronan, we can block EHT, identifying an additional regulator of HSPC development.

## Abstract (web summary)

The endothelial to haematopoietic transition (EHT) is the process where haemogenic endothelium differentiates into haematopoietic stem and progenitor cells (HSPCs). Here the authors use single cell transcriptomics and antibody screening to identify CD44 as a marker of EHT that is required for EHT and HSPC development.

## Introduction

Understanding the developmental origin of haematopoietic stem and progenitor cells (HSPCs) is of critical importance to efforts to produce blood and blood products in vitro for medical applications. HSPCs originate from endothelial cells in the aorta-gonad-mesonephros (AGMs) of mid-gestation embryos^1,2^. This process known as the endothelial to haematopoietic transition (EHT) requires drastic morphological changes that have been directly visualized through time-lapse imaging studies both in vitro and in vivo^3–6^. EHT is a highly conserved process that has been studied across vertebrate models from *Xenopus* and zebrafish to mice^7^. Importantly, the human definitive blood system also has an endothelial origin^8^.

The best tools so far to detect endothelial cells with haemogenic capabilities rely on using fluorescent reporters under the control of *Runx1*^9^ or *Gfi1*^10^ regulatory elements, two key transcription factors in the process of EHT. Cells expressing these transcription factors already co-express blood and endothelial genes. However, we still do not know the nature of the endothelial cells that will acquire the expression of these transcription factors. Nor do we know whether any endothelial cell in the AGM can initiate the haematopoietic programme or if a certain type of endothelial cell is primed to undergo EHT.

Despite our lack of characterization of the definitive precursor to HSPC development, haemogenic endothelium (HE), recent advances have been made in terms of in vitro HSPC generation via an endothelial intermediate. Through the use of transcription factor cocktails, both human pluripotent stem cells via a HE stage and adult mouse endothelial cells have been successfully reprogrammed into multi-potent, definitive haematopoietic stem cells (HSCs)^11,12^. However, the use of endothelial populations in the process emphasizes the importance of an improved understanding of HE.

The early haematopoietic hierarchy has been described as a three-step process based on phenotypic characteristics. Specifically, Pro-HSC, Pre-HSC type I and type II populations have been defined based on their expression of the cell surface markers CD41, CD43 and CD45, as well as the time taken to mature into definitive HSCs in OP9 co-culture^13^. Recently, an in-depth transcriptional investigation was performed on the type I and type II Pre-HSC populations at day 11 of mouse embryonic development; however, the earlier stages of EHT remain largely uncharacterized^14^. Indeed, gaining a solid understanding of HE and the initial steps that endothelial cells must take to become HSPCs has proved difficult in the absence of a robust marker.

Through antibody screening and single-cell RNA sequencing (sc-RNA-seq), we identified CD44 as a marker of EHT, enabling the isolation of key cellular stages of blood cell formation in the embryonic vasculature. CD44 is a cell surface receptor principally involved in the binding of the extracellular matrix molecule hyaluronan^15^. Its cell surface expression has been used to identify cancer stem cell populations and has been strongly linked to the metastatic potential of many cancers^16–20^. Although previous research has revealed the importance of CD44 in HSPC migration to the bone marrow, the role of the receptor in early embryonic haematopoiesis has not been characterized^21^. Using CD44 expression in conjunction with VE-Cadherin (VE-Cad) and Kit, we are able to clearly differentiate between the different types of AGM endothelial cells, Pre-HSPC-I and Pre-HSPC-II more accurately than using the combination of VE-Cad, CD41, CD43 and CD45 markers. This has allowed us to perform extensive transcriptional profiling, making it possible to characterize the very earliest changes in haematopoietic differentiation from endothelial cells. Moreover, by disrupting the interaction of CD44 and its ligand, we could inhibit EHT, demonstrating an unexpected role for CD44 in the emergence of HSPCs.

## Results

### CD44 is a potential marker of early haematopoietic fate

HSPCs have an endothelial origin within the embryo^4–6,22^. To better characterize the EHT, we performed both an in vitro antibody screen and an in vivo sc-RNA-seq experiment to identify markers allowing the identification of subpopulations within VE-Cad^+^ endothelial cells (Supplementary Fig. 1). Antibodies against 176 cell surface markers^23^ were tested against the VE-Cad^+^ population generated from the in vitro ESC differentiation system into blood cells^24^. Forty-two of these markers were expressed on VE-Cad^+^ cells (Supplementary Table 1). We looked for bimodal expression to separate distinct endothelial populations and identified a shortlist of 16 candidates to test in vivo, including CD41 and Kit, already known to split the VE-Cad^+^ cells^13^. Six of these markers (CD44, CD51, CD61, CD93, MadCam1 and Sca1) were found to split the VE-Cad^+^ endothelial population of the AGM in two (Fig. 1a and Supplementary Fig. 2). In parallel, we used sc-RNA-seq to analyse the transcriptional profiles of VE-Cad^+^ cells from the AGM region at E10.5 (Fig. 1). Clustering analysis identified a population with both haematopoietic and endothelial gene expression, distinct from the other endothelial population (Fig. 1b and Supplementary Data 1). Bioinformatics analysis showed that *Cd44* is one of the best marker genes for this population of transitioning cells co-expressing endothelial and haematopoietic genes (Fig. 1c). The expression of *Cd44* was also positively correlated with other known haematopoietic markers such as *Runx1*, *Gfi1* and *Adgrg1* (*Gpr56*) (Fig. 1d). Given the association of *Cd44* with endothelial cells undergoing EHT at both the protein and mRNA level, we decided to further investigate its role in embryonic haematopoiesis.

**Fig. 1:**
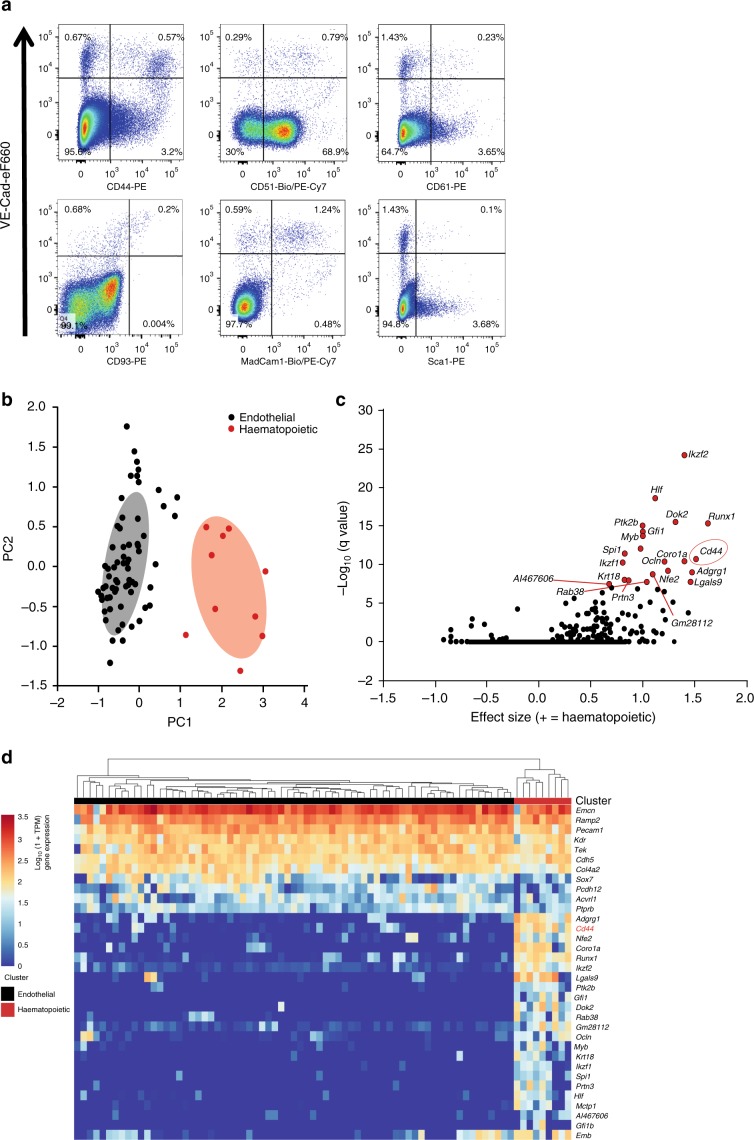
Search for markers to dissect the endothelial to hematopoietic transition. **a** FACS plots of cells isolated from the AGM region at E11, stained with VE-Cad and indicated cell surface markers selected from the antibody screen. **b** Principal component analysis of the single-cell RNA-seq data done at E10.5. Cells expressing haematopoietic genes are marked in red, while the other cells are marked in green. **c** Volcano plot showing a selection of marker genes specific to the group of cells expressing haematopoietic genes. *Cd44* is highlighted with a red circle. **d** Heatmap displaying the expression of a selection of genes in the endothelial and haematopoietic clusters. *Cd44* is highlighted in red. See also Supplementary Fig. 1 and Supplementary Data 1.

### CD44 marks different cell populations in the AGM

To validate our screening results and investigate the identity of CD44^+^ cells, we performed immunofluorescence and more detailed flow cytometry analysis on the AGM region of mouse embryos (Fig. 2). Immunofluorescence of cross-sections of mouse AGMs revealed that CD44 marked cells that were part of the vascular wall and cells that were incorporated in haematopoietic clusters at E10 and E11 (Fig. 2a and Supplementary Fig. 3). Different levels of CD44 expression could be noticed including some parts of the arterial wall being negative for this marker (Supplementary Fig. 3). Flow cytometry revealed that CD44 expression significantly increased in the VE-cad^+^ endothelium of the AGM between E9.5 and E10.5 when cells are undergoing EHT (Fig. 2b, c). Furthermore, by staining with an antibody against Kit (a marker of intra-aortic haematopoietic clusters)^25^, we found that a large proportion of cells with lower levels of CD44 expressed little or no Kit (Fig. 2d).

**Fig. 2:**
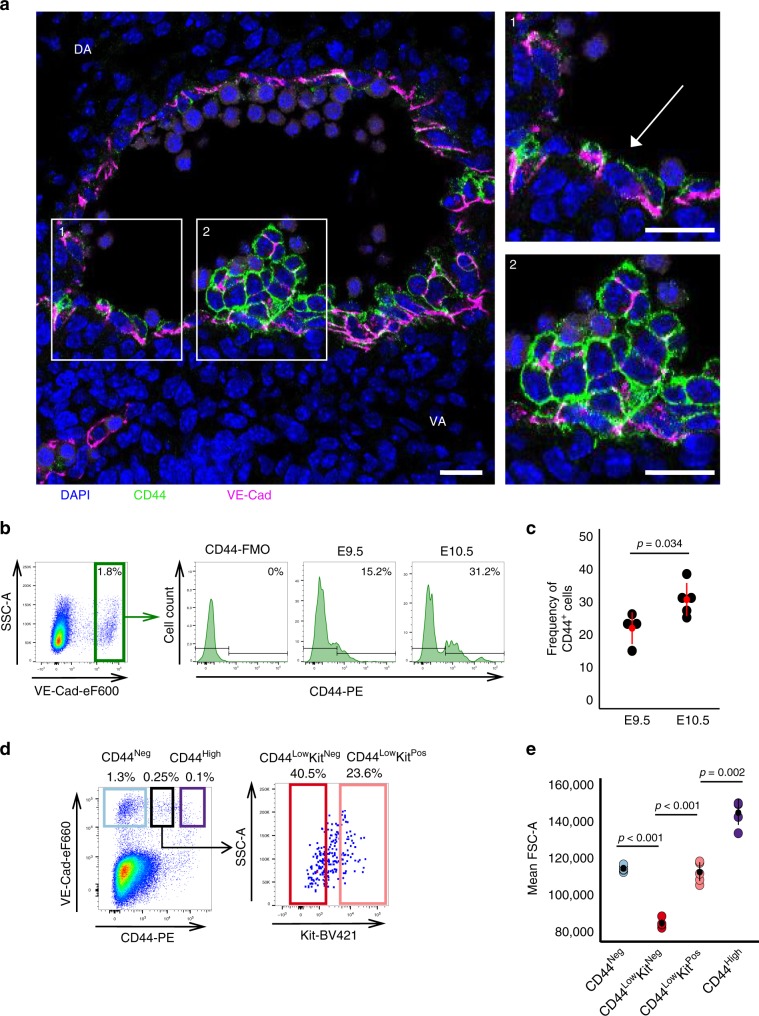
CD44 splits the VE-Cadherin^+^ cells of the AGM into different populations. **a** Immunofluorescence of VE-Cad (magenta) and CD44 (green) expression in a cross-section of the AGM region of a wild-type embryo at E10 (32 somite pairs). Images 1 and 2 show higher magnification of the areas highlighted in the main image, showing CD44 marking endothelial cells in the vascular wall and a haematopoietic cluster. Scale bars represents 25 μM. **b** FACS plots indicating percentage of cells expressing high levels of VE-Cad from dissected AGMs of wild-type embryos. The histograms indicate the percentage of VE-Cad^High^ cells positive for CD44 at both E9.5 (28 somite pairs) and E10.5 (35 somite pairs) compared with the FMO. **c** Percentage of CD44^+^ cells within the VE-Cad^High^ fraction, each data point represents an independent experiment and independent pooled litter of embryos, E9.5 *n* = 4 and E10.5 *n* = 5. We compared the average proportion of CD44^+^ cells at E9.5 (*M* = 22.13, SD = 4.85) to E10.5 (*M* = 30.88, SD = 5.08). Significance was determined by a Welch’s two-sample *t*-test, *t*(6.7) = 2.635, *p*-value = 0.0345. **d** Representative FACS plots of gating strategy and expression of VE-Cad and CD44 in the AGM region of wild-type embryos at E10 (30–34 somite pairs). Expression of Kit cell surface marker is highlighted for the CD44^Low^ population. Full gating strategy is shown in Supplementary Fig. 5a. **e** Mean FSC-A as an indication of cell size is plotted for each population (CD44^Neg^, CD44^Low^Kit^Neg^, CD44^Low^Kit^Pos^ and CD44^High^) for five independent litters of E10 wild-type embryos (*n* = 5). Significance was determined by a one-way ANOVA, F(3, 16) = 142.01, *p*-value < 0.0001 followed by Tukey’s HSD post-hoc tests to determine where the significance lies *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent SD. Source data are provided as a Source Data file. See also Supplementary Fig. 2.

By grouping the cells based on their expression of CD44 and Kit, we found these populations to be significantly different in terms of cell size, suggestive of cells undergoing a morphological transition (Fig. 2e). Altogether, our results indicate that CD44 marks a subset of endothelial cells and cells in the haematopoietic clusters of the AGM during the key window of HSPCs development in the mouse embryo.

### Detection of two CD44^+^ populations expressing blood genes

Using the Biomark HD single-cell quantitative PCR (qPCR) platform, we analysed the expression of 95 genes associated with both endothelial and haematopoietic cell types^24^. We performed extensive transcriptional profiling on the CD44^Neg^, CD44^Low^Kit^Neg^, CD44^Low^Kit^Pos^ and CD44^High^ populations identified (Fig. 2d) between E9.5 and E11.5 (342 cells in total). We found that the CD44^Low^Kit^Pos^ and CD44^High^ populations expressed numerous haematopoietic genes (Supplementary Fig. 4 and Supplementary Data 2). The CD44^Low^Kit^Pos^ cells also expressed many endothelial genes as in our sc-RNA-seq analysis (Fig. 1d); however, the CD44^High^ cells appeared to be more advanced in the EHT process and lacked endothelial gene expression (Supplementary Fig. 4). Of note, the CD44^Low^Kit^Pos^ population expressed specifically *Gfi1* and *Itgb3*, as well as *Gata2*, *Runx1*, *Lyl1*, *Erg*, *Fli1*, *Lmo2* and *Tal1*, whose simultaneous co-expression is responsible for the dual endothelial-haematopoietic identity of pre-HSPCs (Supplementary Fig. 4)^24^.

Conversely, both the CD44^Neg^ and CD44^Low^Kit^Neg^ populations showed specific endothelial gene signatures and lacked haematopoietic gene expression (Supplementary Fig. 4). Despite their different CD44 expression patterns, these cell populations clustered together (Supplementary Fig. 4). We repeated this experiment using another selection of 96 genes based on our sc-RNA-seq experiment (Supplementary Table 2 and Supplementary Fig. 5). With this gene list, we were able to confirm the dual endothelial-haematopoietic and haematopoietic identities of the CD44^Low^Kit^Pos^ and CD44^High^ populations, respectively. Surprisingly, the CD44^Neg^ and CD44^Low^Kit^Neg^ populations formed two distinct clusters (Supplementary Fig. 5b, Fig. 3a, b and Supplementary Data 3). In addition to *Cd44*, we found the genes *Adgrg6*, *Fbn1*, *Pde3a*, *Smad6*, *Smad7* and *Sox6* to be upregulated in the CD44^Low^Kit^Neg^ cells compared with CD44^Neg^. In contrast, *Bmp4*, *Kit*, *Hmmr* and *Pde2a* were more expressed in CD44^Neg^ endothelial cells (Supplementary Fig. 5b).

**Fig. 3:**
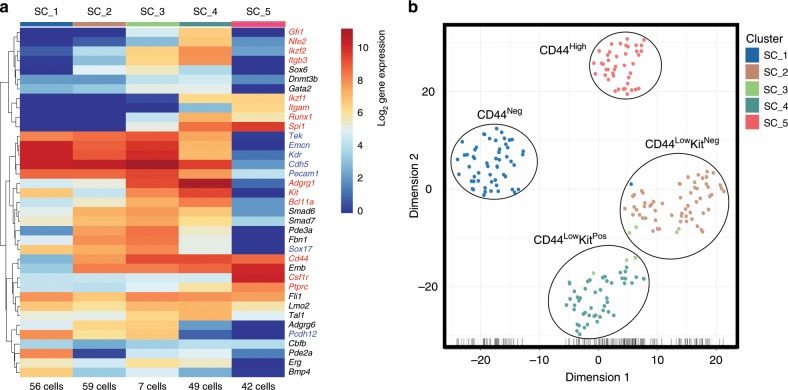
The VE-Cad^+^ subpopulations defined by CD44 are transcriptionally distinct. **a** Heatmap showing average expression of endothelial (blue), haematopoietic (red) and various (black) genes in the indicated groups (genes are clustered using Pearson’s correlation). The number of cells for each cluster is indicated at the bottom of the panel. Five groups are indicated. **b** tSNE plot from single-cell q-RT-PCR data shown in **a**. See also Supplementary Fig. 3, Supplementary Fig. 4 and Supplementary Data 3.

Although the four groups defined by VE-Cad, CD44 and Kit were confirmed to be distinct transcriptionally; our clustering analysis found a fifth population (SC_3) composed of cells from both CD44^Low^Kit^Neg^ and CD44^Low^Kit^Pos^ groups (Supplementary Fig. 5b and Fig. 3a). Its transcriptional profile was found to be intermediary between SC_2 (CD44^Low^Kit^Neg^) and SC_4 (CD44^Low^Kit^Pos^), e.g., it expressed *Adgrg1*, *Runx1*, *Itgb3* and *Spi1* such as SC_4 but still expressed *Adgrg6* and *Pcdh12* such as SC_2 (Supplementary Fig. 5b). Interestingly, it is within this transitional SC_3 population that we saw the upregulation of *Runx1*, *Spi1* and *Gfi1*, which are three of the four transcription factors used to reprogramme adult mouse endothelial cells into HSCs^12^.

In conclusion, single-cell quantitative reverse transcriptase PCR (q-RT-PCR) analysis identified three homogeneous VE-Cad^Pos^ CD44^Pos^ populations (CD44^Low^Kit^Neg^, CD44^Low^Kit^Pos^ and CD44^High^) with an increasing haematopoietic gene expression and decreasing endothelial gene transcription. This would suggest a developmental link between the CD44^Low^ populations where CD44^Low^Kit^Neg^ cells would be the direct precursors of the CD44^Low^Kit^Pos^ population, which would then go on to generate CD44^High^ cells.

### Pro-HSC, Pre-HSC-I and Pre-HSC-II populations express CD44

To place our results in the context of known AGM endothelial subpopulations, we performed transcriptional analysis of the Pro-HSC, Pre-HSC type I and Pre-HSC type II populations defined by the combination of VE-cad, CD41, CD43 and CD45 markers (Supplementary Fig. 6a and Fig. 4a)^13^. Gating used in Fig. 4a was determined based on fluorescence minus one controls and reflects the conditions we used to sort these rare haematopoietic populations. Although the gates were not perfect, they were chosen to ensure we could capture the necessary number of cells for analysis. From a sample of 0.835 × 10^6^ cells we analysed, there were 168 Pro-HSCs, 244 Pre-HSCs type I and 708 Pre-HSCs type II observed. Given these low cell numbers, it was not practical to use more stringent gating.

**Fig. 4:**
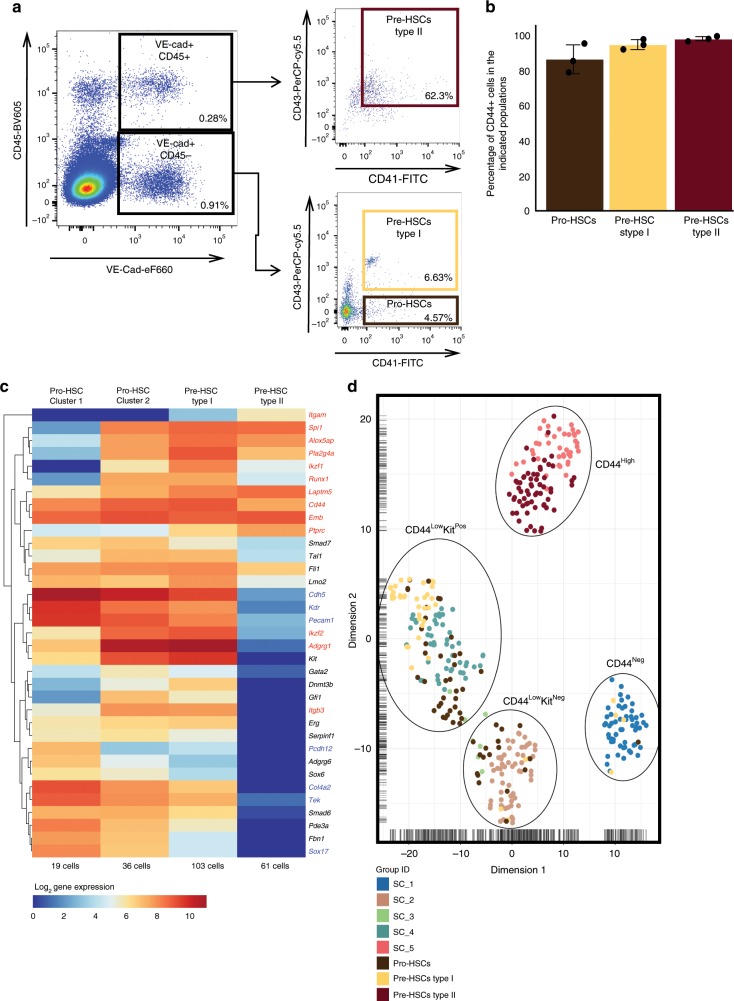
Comparison of the CD44 populations with Pro-HSC, Pre-HSC type I and type II. **a** FACS plots of VE-Cad, CD45, CD43 and CD41 expression in the AGM region at E10 (31−32 somite pairs). **b** Average of CD44-positive frequency in Pro-HSCs, Pre-HSCs type I and Pre-HSCs type II groups (*n* = 3 independent experiments). Error bars represent SD. Source data are provided as a Source Data file. **c** Single cells from Pro-HSCs (VE-Cad^+^ CD41^+^ CD45^−^ CD43^−^), Pre-HSCs type I (VE-Cad^+^ CD41^+^ CD45^−^ CD43^+^) and Pre-HSCs type II (VE-Cad^+^ CD45^+^) populations were isolated and tested by single-cell q-RT-PCR. The heatmap shows the result of the hierarchical clustering analysis (the genes were clustered by Pearson’s correlation) based on average expression of indicated gene for each cell cluster. Genes marked in red are blood genes while the ones marked in blue are endothelial genes. **d** tSNE plot combining single-cell q-RT-PCR data from Figs. 3 and 4. See also Supplementary Data 4.

Interestingly, all populations were CD44 positive (Fig. 4b and Supplementary Fig. 6b). Following hierarchical clustering, we found three clusters: the first mostly composed of Pro-HSCs, a second being a mix of Pro-HSCs and Pre-HSCs type I, and a third one composed only of Pre-HSCs type II (Supplementary Fig. 7 and Fig. 4c). We then performed a clustering analysis in conjunction with the populations defined by CD44 (Fig. 4d). This revealed that the SC_5 (CD44^High^) population closely associated with the Pre-HSC type II and the SC_4 (CD44^Low^Kit^Pos^) population with Pre-HSC type I and part of the Pro-HSCs. SC_2 (CD44^Low^Kit^Neg^) clustered closely with the remaining Pro-HSCs. Finally, only five cells with Pre-HSCs type I and Pro-HSCs phenotype clustered with the SC_1 (CD44^Neg^). Ninety-seven per cent of Pro-HSCs, Pre-HSCs type I and Pre-HSCs type II were CD44 positive (Supplementary Fig. 7a and Supplementary Data 4). Overall, we have demonstrated that the phenotypes based on CD44 expression in combination with Kit could allow us to isolate all key populations in the process of HSCs formation more accurately than the phenotypes previously described.

### CD44^Neg^ and CD44^Low^Kit^Neg^ are distinct transcriptionally

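For the bulk RNA-seq, 25 cells per library were sorted from the AGM, and their RNA was amplified with SMART-Seq2 and made into Nextera libraries. CD44 Neg cells gave 10 libraries, 4 at E9.5, 3 at E10 and 3 at E11. CD44 LowKit Neg cells gave 6 libraries, 1 at E9.5, 2 at E10 and 3 at E11. The date in the sample labels changes with the stage, so a difference between stages also holds the date. The authors clipped the adaptors with FASTX, mapped the reads with RNA STAR and counted them per gene with htseq-count. The values used here are these raw counts of 24454 gene symbols, without normalization. The paper's text does not name the genome build, the annotation or the strand setting for these libraries.

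Between 3912350 and 7132809 reads were counted per CD44 Neg library, with a median of 5098507, and between 5625086 and 8657546 per CD44 LowKit Neg library, with a median of 7126341.5. The 45S pre-ribosomal RNA *Rn45s* took 1.92% to 19.3% of the counts in CD44 Neg and 7.29% to 19.2% in CD44 LowKit Neg. A count of 0 allows up to 3 counts, which is 0.347 to 0.767 counts scaled to library size (CPM) in these libraries. SMART-Seq2 reads carry no molecular identifiers, so these limits cover counting error only. Over the 20 pairs of libraries of the same population and stage, the chi-square per degree of freedom between the counts was 17 to 85.2. Replicates thus differed by far more than counting error, and the error of every value is given as the SD between libraries.

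Counts were scaled by edgeR's TMM method, and normalized CPM refers to CPM after this scaling. The 10 CD44 Neg and 6 CD44 LowKit Neg libraries were compared with edgeR's quasi-likelihood test over the 11022 genes that passed its filter on low counts. The p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.01 were called changed. Log2 fold changes are given for CD44 LowKit Neg against CD44 Neg, with their standard error (SE).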

To further compare the two endothelial populations found in the AGM, we performed RNA-seq on 25-cell bulk samples from these populations across 3 different time points (E9.5, E10 and E11). We analysed as well the more advanced stages in EHT: CD44^Low^Kit^Pos^ at E9.5 and E10, and CD44^High^ at E11. 

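The CD44 LowKit Pos cells gave 1 library at E9.5 and 2 at E10, with 5891679 to 6965898 counts each, and the CD44 High cells gave 3 libraries at E11, with 4385865 to 5974244 counts. No stage holds both populations. All 22 libraries entered 1 edgeR fit over 12949 genes. *Cd44* was at 29.9 ± 19.5 normalized CPM (SD, n = 10) in CD44 Neg, 254 ± 78.7 (n = 6) in CD44 LowKit Neg, 257 ± 85.2 (n = 3) in CD44 LowKit Pos and 268 ± 87.2 (n = 3) in CD44 High. Its log2 fold change between the 2 endothelial populations was 3.10 (SE 0.42, adjusted p = 4.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 CD44 LowKit Neg libraries lay above all 10 CD44 Neg libraries. CD44 Neg replicate 2 had 2.14 normalized CPM of *Cd44*, against 14.6 to 58.9 in the other 9. *Kit* was at 51.0 ± 18.4 normalized CPM in CD44 Neg, 46.9 ± 17.3 in CD44 LowKit Neg, 229.7 ± 50.1 in CD44 LowKit Pos and 75.9 ± 40.9 in CD44 High. The log2 fold change of *Kit* was 2.29 (SE 0.38, adjusted p = 7.7e-04) between CD44 LowKit Pos and CD44 LowKit Neg, while the small difference between the endothelial populations (−0.11, SE 0.29, adjusted p = 0.843) took the opposite sign (0.046) without CD44 LowKit Neg replicate 16.

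Between CD44 LowKit Pos and CD44 LowKit Neg, 552 genes changed, 330 of them higher in CD44 LowKit Pos. Without CD44 LowKit Pos replicate 17, this number was 65, the lowest of the 22 fits that each left out 1 library, and the balance turned to 218 higher and 273 lower with DESeq2's size factors and to 192 and 295 with at least 10 counts in every library. Between CD44 LowKit Pos and CD44 Neg, 451 genes changed (269 higher; 72 of 190 with at least 10 counts). CD44 High differed from CD44 LowKit Pos in 390 genes (101 higher), from CD44 LowKit Neg in 2067 (1009 higher) and from CD44 Neg in 1864 (925 higher). DESeq2's Wald test turned the balance of CD44 LowKit Pos against CD44 LowKit Neg (457 of 1325 genes higher) and against CD44 Neg (273 of 866 higher). It also moved the balance of the last 2 comparisons, with 1028 of 2720 and 893 of 2338 genes higher.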

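Genes with at least 1 count numbered 10825 to 12627 per library. The median was 11851.5 in CD44 Neg, 11781 in CD44 LowKit Neg, 12214 in CD44 LowKit Pos and 12045 in CD44 High.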

The bulk RNA-seq approach allowed us to detect low abundant genes (such as genes encoding transcription factors) more efficiently than sc-RNA-seq and also to measure smaller changes in gene expression between populations.

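For every pair of libraries, the Euclidean distance between log2 CPM values (prior count of 2) was taken over the 12949 genes of the 22-library fit. The nearest library was of the same population for 20 of the 22 libraries (permutation test with population labels exchanged within each stage, 100000 resamples, one-sided, p = 1e-05, the smallest p that they can give). The exceptions were CD44 LowKit Neg replicate 14 and CD44 LowKit Pos replicate 19, both from E9.5 and each nearest to the other. With the 500 most variable genes alone, the number was 21, and without 1 library it was 19 to 20 of 21. The nearest library was of the same stage for 17 of 22. The mean distance within a population was 172 in CD44 Neg, 198 in CD44 LowKit Neg, 157 in CD44 LowKit Pos and 174 in CD44 High. Between populations it was 215 for CD44 Neg and CD44 LowKit Neg, 226 for CD44 LowKit Neg and CD44 LowKit Pos, 227 for CD44 LowKit Pos and CD44 High and 299.9 for CD44 LowKit Neg and CD44 High. CD44 Neg lay nearer to both later populations than CD44 LowKit Neg did, at 214 from CD44 LowKit Pos and 284 from CD44 High. These means mix the stages and hold the spread within each population, which was larger in CD44 LowKit Neg (198) than in CD44 Neg (172). They therefore do not decide which population is closer.

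**Figure D1:**
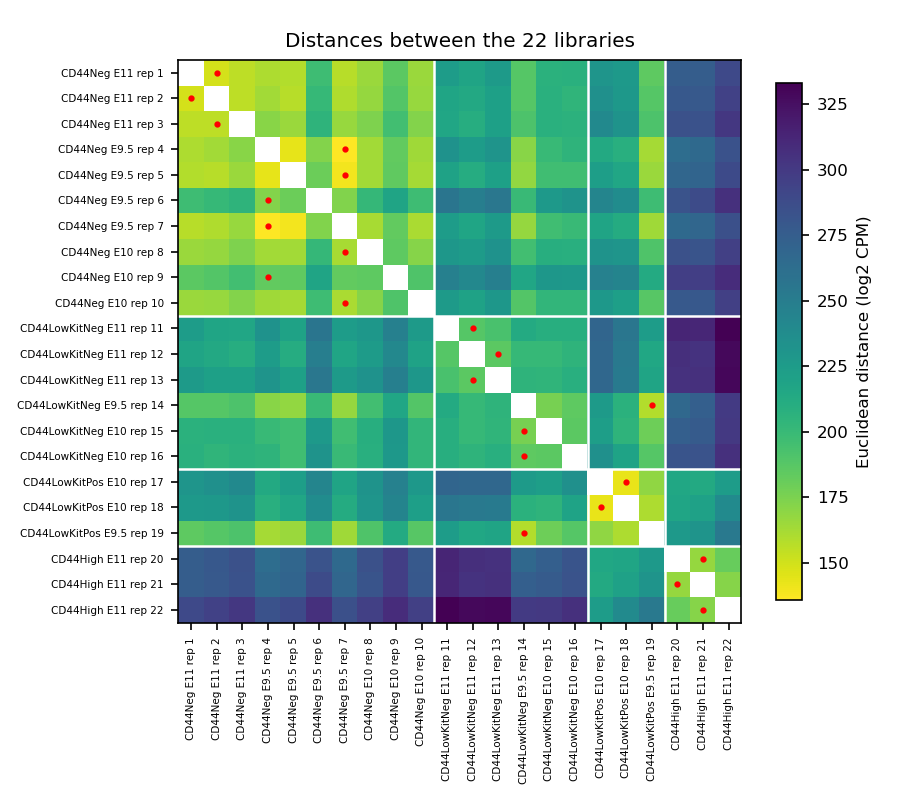
Distance between every pair of the 22 libraries on log2 CPM values of 12949 genes, with libraries ordered by population and stage on both axes and the nearest library of each row marked by a red dot. For 20 libraries, the dot lies within the block of their own population.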

The samples clustered according to their marker expression, despite the difference in developmental time, confirming our previous experiments (Fig. 5a and Supplementary Data 5). We identified several haematopoietic genes switched on in the CD44^Low^Kit^Neg^ population, including *Ctsc*, *Nfe2*, *Runx1* and *Ifitm1*, suggesting that these cells were subjected to the EHT process (Fig. 5b). 

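*Ctsc* rose from 12.4 ± 9.54 normalized CPM in CD44 Neg (SD, n = 10) to 104 ± 36.8 in CD44 LowKit Neg (n = 6), a log2 fold change of 3.06 (SE 0.51, adjusted p = 3.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed called in each of the 16 fits that left out 1 library. *Spi1* (4.56, SE 1.13, adjusted p = 0.00726) was called, but no longer in 9 of these 16 fits, where the adjusted p reached 0.0495, nor under limma voom (adjusted p = 0.0146). *Gfi1* (4.90, SE 1.32, adjusted p = 0.012) lay above the CD44 Neg median in 5 of the 6 CD44 LowKit Neg libraries and was called with stage as a covariate (6.22, adjusted p = 0.00251) and without CD44 LowKit Neg replicate 11 (5.16, adjusted p = 0.00637); over its alternatives the adjusted p ranged from 0.00193 to 0.0857. The highest CD44 Neg value of *Gfi1* was 4.28 normalized CPM in replicate 6, against 0 to 0.671 in the other 9.

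*Nfe2* was at 0.658 ± 0.968 normalized CPM in CD44 Neg and 11.0 ± 12.6 in CD44 LowKit Neg (4.02, SE 1.15, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 109.7 ± 47.2 in CD44 LowKit Pos. DESeq2's Wald test on the 16 libraries called it (4.12, adjusted p = 0.00368), and its adjusted p ranged from 4.1e-05 to 0.398 over the alternatives. *Ifitm1* was at 4.43 ± 4.72 and 21.5 ± 13.1 normalized CPM (2.28, SE 0.80, adjusted p = 0.048), with 6 of 6 CD44 LowKit Neg libraries above the CD44 Neg median. *Runx1* was at 5.70 ± 7.91 and 38.1 ± 51.0 normalized CPM (2.73, SE 1.33, adjusted p = 0.16) and was called under none of the alternatives. Its counts were 331 to 771 in the 3 CD44 LowKit Neg libraries from E9.5 and E10, and 0 in the 3 from E11. *Mpo* did not pass the filter, with 1.25 ± 2.06 normalized CPM in CD44 Neg and 0.642 ± 1.41 in CD44 LowKit Neg, against 96.3 ± 68.6 in CD44 LowKit Pos.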

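The 9 endothelial genes of Fig. 5b were *Fgd5*, *Sox17*, *Cldn5*, *Tie1*, *Tek*, *Cdh5*, *Ramp2*, *Kdr* and *Flt1*. Between the endothelial populations, their log2 fold changes ran from −0.20 to 1.48, and *Cdh5* (1.48, SE 0.24, adjusted p = 3.0e-04), *Tek* (1.41, SE 0.17, adjusted p = 1.9e-05) and *Ramp2* (1.40, SE 0.30, adjusted p = 0.00257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were called higher in CD44 LowKit Neg. *Ramp2* lost its call without CD44 LowKit Neg replicate 12 or 13 (adjusted p up to 0.0106) and under limma voom (0.0145). The signs of *Cldn5*, *Tie1*, *Kdr* and *Flt1*, which were called under none of the alternatives, turned under at least 1 of them, and *Cldn5* (−0.11 with all libraries) was at 0.28 in the E11 libraries alone.

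In CD44 LowKit Pos, all 9 genes were lower than in CD44 LowKit Neg, with log2 fold changes from −3.32 to −1.22, and 6 of them were called. Only *Tek* kept this call under all alternatives: *Cldn5*, *Ramp2* and *Flt1* lost theirs without CD44 LowKit Pos replicate 17 or 18, *Kdr* without 18 and *Cdh5* without 17 (adjusted p from 0.0109 to 0.0462), and *Flt1* also with stage as a covariate. *Cdh5* fell from 956 ± 253 normalized CPM (SD, n = 6) in CD44 LowKit Neg to 168 ± 81.5 (n = 3) in CD44 LowKit Pos (−2.51, SE 0.43, adjusted p = 0.00109). All 9 genes fell again from CD44 LowKit Pos to CD44 High, each with an adjusted p under 0.01; *Sox17* lost this call without CD44 LowKit Pos replicate 19 (−6.71, adjusted p = 0.0451) and without any 1 of the CD44 High libraries (adjusted p up to 0.0179). *Cdh5* and *Sox17* had 0 counts in the 3 CD44 High libraries, and *Cldn5* and *Kdr* had at most 1 and 2. Against the limit that a count of 0 allows there, *Cdh5* and *Cldn5* were at least 205-fold, *Kdr* at least 58.3-fold and *Sox17* at least 27.7-fold higher in CD44 LowKit Pos. Without CD44 LowKit Pos replicate 19, the only one from E9.5, these limits were 93.2-fold for *Cldn5*, 28.0-fold for *Kdr* and 2.70-fold for *Sox17*.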

The expression pattern of endothelial genes fits with our previous observations—more highly expressed in CD44^Neg^ and CD44^Low^Kit^Neg^, moderately expressed in CD44^Low^Kit^Pos^ and absent in CD44^High^ (Fig. 5b). Moreover, we used this dataset to check the expression of genes corresponding to proteins we found in our antibody screen (Fig. 1a). 

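*Cd93* was at 459 ± 109 normalized CPM in CD44 Neg (SD, n = 10), 523 ± 156 in CD44 LowKit Neg (n = 6), 143 ± 106 in CD44 LowKit Pos (n = 3) and 14.7 ± 15.6 in CD44 High (n = 3). It differed little between the endothelial populations (0.20, SE 0.19, adjusted p = 0.519 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), fell by 1.88 on the log2 scale from CD44 LowKit Neg to CD44 LowKit Pos (SE 0.50, adjusted p = 0.0164) and by 3.29 from there to CD44 High (SE 0.59, adjusted p = 7.2e-04). Without CD44 LowKit Pos replicate 19, the first of these falls was called (−2.71), as it was under 4 other alternatives. *Madcam1* varied more between libraries, with 75 ± 103 normalized CPM in CD44 Neg and 46.7 ± 42.2 in CD44 LowKit Neg (−0.67, SE 0.79, adjusted p = 0.613), and its sign turned without CD44 Neg replicate 2 (0.083). CD44 LowKit Pos replicate 19 held all of the *Madcam1* signal of its population (23.8 normalized CPM). *Madcam1* had 0 counts in the 3 CD44 High libraries, at least 57.2-fold below CD44 LowKit Neg and at least 91.9-fold below CD44 Neg (54.6-fold without CD44 Neg replicate 2).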

*Cd93* and *Madcam1* showed an endothelial expression pattern and could be used to separate endothelial from blood cells in the AGM. In contrast, *Itgb3* marks specifically the CD44^Low^Kit^Pos^ population, whereas Ly6e marks both CD44^Low^Kit^Pos^ and CD44^High^ populations as shown previously in Fig. 3 and Supplementary Fig. 5.

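*Itgb3* was at 1.08 ± 1.39 normalized CPM in CD44 Neg (SD, n = 10), 7.13 ± 6.42 in CD44 LowKit Neg (n = 6), 50.9 ± 3.06 in CD44 LowKit Pos (n = 3) and 9.79 ± 5.39 in CD44 High (n = 3). Its rise in CD44 LowKit Pos was called against CD44 Neg (5.53, SE 1.08, adjusted p = 0.00212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but not against CD44 LowKit Neg (2.83, SE 1.21, adjusted p = 0.126), and the fall to CD44 High was not called either (−2.38, SE 1.52, adjusted p = 0.455). *Ly6e* was at 5.74 ± 4.90, 12.3 ± 15.0, 98.3 ± 65.2 and 464 ± 142 normalized CPM in the same order. It was called in CD44 LowKit Pos against CD44 Neg (4.11, SE 0.88, adjusted p = 0.00432) and in CD44 High against CD44 LowKit Neg (5.24, SE 1.07, adjusted p = 7.3e-04), while CD44 High and CD44 LowKit Pos did not differ past the threshold (2.24, SE 1.24, adjusted p = 0.369). Without CD44 LowKit Pos replicate 17 or 18, the calls of *Itgb3* and *Ly6e* against CD44 Neg were lost, and that of *Ly6e* also with stage as a covariate and in DESeq2's Wald test. With stage as a covariate, *Itgb3* turned to 1.16 between CD44 High and CD44 LowKit Pos.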

**Fig. 5:**
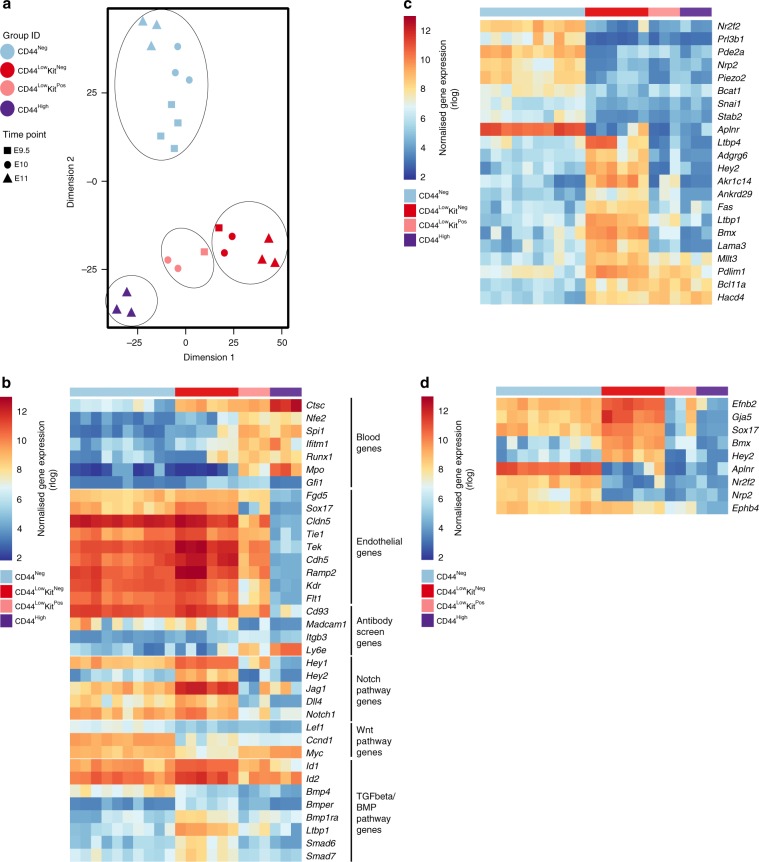
Bulk RNA sequencing identifies early changes in the EHT process. **a** tSNE plot from 25-cell bulk RNA sequencing generated from E9.5, E10 and E11 AGM. Four groups are indicated. **b** Heatmap of gene expression highlighting a selection of genes. **c** Heatmap of gene expression highlighting the most differentially expressed genes between CD44^Neg^ and CD44^Low^Kit^Neg^ endothelial populations (*p*-value < 0.01). **d** Heatmap of gene expression highlighting arterial (*Efbn2*, *Gja5*, *Sox17*, *Bmx* and *Hey2*) and venous (*Aplnr*, *Nr2f2*, *Nrp2* and *Ephb4*) coding genes in CD44^Low^Kit^Neg^ and CD44^Neg^ populations. See also Supplementary Data 5.

Interestingly, this transcriptome analysis showed strong differences between the two endothelial populations of the AGM. 

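Of the 11022 genes tested, 1121 changed between the endothelial populations (adjusted p under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 544 higher and 577 lower in CD44 LowKit Neg, a balance that turned to 642 and 498 with DESeq2's size factors and to 595 and 465 without a filter. The median size of their log2 fold change was 1.26, and 790 exceeded 1. Every CD44 LowKit Neg library lay above every CD44 Neg library in 245 of the called genes and below in 301; over all genes tested, 615 did not overlap, where chance gives 2.75 (0.025%). Among the called genes without overlap, the largest rises were those of *Clec4e* (7.21, SE 1.01, adjusted p = 6.5e-05), *Htra1* (6.24, SE 0.83, adjusted p = 3.9e-05) and *Has2* (5.88, SE 0.99, adjusted p = 3.5e-04). Of the CD44 Neg libraries, *Clec4e* had counts in replicate 7 alone (2.01 normalized CPM). The largest falls were those of *Apln*, *Lhx6* and *Fam167b*, which had 0 counts in all 6 CD44 LowKit Neg libraries and were at least 49.6-fold, 41.3-fold and 24.5-fold lower there than the CD44 Neg mean. *Apln* was at 4.96 normalized CPM in CD44 Neg replicate 3 and at 15.5 to 47.6 in the other 9.

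The alternative that moved the number most at this threshold, apart from the fits within 1 stage, was DESeq2's Wald test on the same 16 libraries, with 1877 genes, 1115 of them shared with the 1121. Without each library in turn, it ranged from 875 to 1222. With stage as a covariate, 1296 genes were called (1022 shared). Within E11 (3 libraries against 3), 376 genes were called (273 shared), and within E10 (2 against 3), 1. E9.5 holds 1 CD44 LowKit Neg library and was not tested alone. Of the 87 genes named by the paper for these libraries and tested here, 54 were called over all genes and 62 adjusted over the list alone; the study chose this list on the same libraries, so the latter number is not independent evidence.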

We found 1605 genes differentially expressed between these two populations (*p*-value < 0.01, Wald’s test). Among them, several genes from the Notch pathway (*Hey2*, *Jag1*, *Dll4*, *Hey1* and *Notch1*) were significantly more expressed in the CD44^Low^Kit^Neg^ population compared with CD44^Neg^. Similarly, antagonists of the transforming growth factor-β (TGFβ)/bone morphogenetic protein (BMP) pathway, including *Smad6*, *Smad7* and *Bmper*, were upregulated in CD44^Low^Kit^Neg^ cells compared with CD44^Neg^. In contrast, target genes of the Wnt pathway (*Lef1*, *Ccnd1* and *Myc*) were more highly expressed in CD44^Neg^ compared with CD44^Low^Kit^Neg^. 

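*Hey2* rose from 9.85 ± 9.04 normalized CPM (SD, n = 10) in CD44 Neg to 169 ± 73.5 (n = 6) in CD44 LowKit Neg (4.10, SE 0.54, adjusted p = 3.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Jag1* from 89.6 ± 43.3 to 810.3 ± 224 (3.19, SE 0.29, adjusted p = 8.0e-07) and *Hey1* from 95.3 ± 43.4 to 334 ± 40.4 (1.81, SE 0.23, adjusted p = 2.3e-05). For these 3 genes, every CD44 LowKit Neg library lay above every CD44 Neg library, and the call held in each of the 16 fits that left out 1 library. *Dll4* went from 56.1 ± 31.6 to 128 ± 52.0 normalized CPM (1.21, SE 0.39, adjusted p = 0.0312), with 5 of 6 CD44 LowKit Neg libraries above the CD44 Neg median, and *Notch1* from 127 ± 51.1 to 188 ± 92.5 (0.57, SE 0.34, adjusted p = 0.256), with 3 of 6. Neither was called under any alternative, and *Notch1* changed sign within E10 (−0.20). CD44 Neg replicate 6 had 24.6 normalized CPM of *Notch1*, against 69.2 to 184 in the other 9.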

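*Smad6* rose from 7.96 ± 6.78 normalized CPM in CD44 Neg (SD, n = 10) to 68.5 ± 32.9 in CD44 LowKit Neg (n = 6), with a log2 fold change of 3.10 (SE 0.50, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Smad7* rose from 15.3 ± 11.3 to 64.6 ± 35.7 normalized CPM (2.09, SE 0.43, adjusted p = 0.00186). *Bmper* was at 1.51 ± 3.18 and 36.1 ± 19.0 normalized CPM (4.52, SE 1.05, adjusted p = 0.00474), and lost its call without CD44 LowKit Neg replicate 11 or 16 (adjusted p up to 0.0128) and in DESeq2's Wald test on the 16 libraries (4.66, adjusted p = 0.0143). Among the other genes of this pathway in Fig. 5b, *Id1* (1.24, SE 0.27, adjusted p = 0.00303) and *Id2* (1.03, SE 0.25, adjusted p = 0.00536) were higher in CD44 LowKit Neg and *Bmp4* was lower (−2.60, SE 0.50, adjusted p = 9.4e-04). The call of *Id2* was lost in 7 of the 16 fits without 1 library, and with all 22 libraries in the fit *Id2* (adjusted p = 0.0253) and *Bmp4* (adjusted p = 0.014) both lost theirs. *Bmpr1a* (2.75, SE 0.78, adjusted p = 0.0161) was not called, although all 6 CD44 LowKit Neg libraries lay above all 10 CD44 Neg libraries, and was called with stage as a covariate (4.74, adjusted p = 0.00192; 1.2e-04 to 0.0853 over its alternatives).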

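*Lef1* fell from 35.5 ± 12.9 normalized CPM in CD44 Neg (SD, n = 10) to 4.36 ± 3.01 in CD44 LowKit Neg (n = 6), a log2 fold change of −3.01 (SE 0.42, adjusted p = 6.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccnd1* fell from 170.3 ± 31.5 to 21.3 ± 13.8 normalized CPM (−2.99, SE 0.40, adjusted p = 4.0e-05). For *Lef1*, *Ccnd1* and *Myc*, every CD44 LowKit Neg library lay below every CD44 Neg library. Within E11 and within E10 all 3 genes kept their sign, and none was called in these smaller fits.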

From this analysis we could also identify specific markers for each of the endothelial populations (Fig. 5c). *Nr2f2*, *Pde2a*, *Aplnr* and *Kcne3* marked specifically CD44^Neg^ cells, whereas *Adgrg6*, *Hey2*, *Akr1c14*, *Fas* and *Ltbp1* strongly marked the CD44^Low^Kit^Neg^ population.

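For *Nr2f2*, *Pde2a*, *Aplnr* and *Kcne3*, all 6 CD44 LowKit Neg libraries lay below all 10 CD44 Neg libraries, and for *Adgrg6*, *Akr1c14*, *Fas* and *Ltbp1* all 6 lay above. *Kcne3* fell from 211 ± 142 normalized CPM (SD, n = 10) to 3.08 ± 4.95 (n = 6), with a log2 fold change of −6.04 (SE 0.92, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Aplnr* from 507 ± 166 to 22.6 ± 43.0 (−4.48, SE 1.01, adjusted p = 0.00372) and *Nr2f2* from 128 ± 50.8 to 7.88 ± 16.7 (−4.01, SE 0.93, adjusted p = 0.00441). *Pde2a* was at 4.19 ± 4.94 normalized CPM in CD44 LowKit Neg, with 0 counts in the 3 libraries from E11 (−5.10, SE 0.82, adjusted p = 2.2e-04). CD44 LowKit Neg replicate 16 held 41.9 normalized CPM of *Nr2f2*, against 0 to 3.09 in the other 5, and without it the log2 fold change was −6.85; without replicate 11 or 12 the call was lost (adjusted p up to 0.0114).

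*Akr1c14* rose from 8.77 ± 7.95 to 217 ± 126 normalized CPM (4.64, SE 0.71, adjusted p = 1.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Ltbp1* from 11.8 ± 8.96 to 163 ± 60.8 (3.79, SE 0.48, adjusted p = 2.3e-05), *Fas* from 9.30 ± 6.80 to 95.6 ± 20.3 (3.36, SE 0.60, adjusted p = 6.0e-04) and *Adgrg6* from 10.9 ± 4.72 to 105 ± 53.5 (3.27, SE 0.36, adjusted p = 6.4e-06). *Fas* was at 57.5 normalized CPM in CD44 LowKit Neg replicate 13 and at 92.6 to 116 in the other 5.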

The sc-RNA-seq performed by another group investigated the different stages of EHT in the AGM^14^, but were unable to identify the CD44^Low^Kit^Neg^ population. The gene expression pattern they obtained for the three other populations was very similar to the one we found with our bulk RNA analysis (Supplementary Fig. 8 and Supplementary Data 6). In addition, a recent study defined the HE in the AGM by the VE-Cad^+^ Gfi1^+^ Kit^−^ phenotype using the Gfi1:H2B-Tomato reporter mouse model^10^ and characterized it by sc-RNA-seq^26^. This population matched with the CD44^Low^Kit^Neg^ cells. Indeed, it expressed *Cd44*, *Hey2*, *Smad6*, *Smad7* and *Adgrg6* but lacked the expression of CD44^Neg^ endothelial cell specific genes such as *Pde2a*, *Aplnr*, *Nrp2* and *Nr2f2* (Supplementary Fig. 9 and Supplementary Data 7).

Of note, a recently published mouse organogenesis sc-RNA-seq atlas^27^ allowed us to find that *Cd44* gene expression was restricted to a subset of arterial endothelial cells (co-expression of *Gja5*, *Efnb2*, *Smad6* and *Smad7*) between E9.5 and E13.5 of mouse embryonic development (Supplementary Fig. 10) supporting our transcriptome results. In contrast, *Cd44* expression is absent from most of adult mouse endothelial cells including arterial endothelium in the Tabula Muris sc-RNA-seq atlas^28^ (Supplementary Fig. 11).

Overall, our results support the hypothesis that the CD44^Neg^ cells and the CD44^Low^Kit^Neg^ cells belong to two distinct endothelial populations. 

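Of the venous genes of Fig. 5d, *Nrp2* fell from 81.4 ± 39.3 normalized CPM in CD44 Neg (SD, n = 10) to 2.02 ± 2.59 in CD44 LowKit Neg (n = 6), with a log2 fold change of −5.30 (SE 0.81, adjusted p = 1.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ephb4* was at 92.9 ± 39.1 and 68.5 ± 30.1 normalized CPM (−0.43, SE 0.31, adjusted p = 0.362) and was called under none of the alternatives. Of the arterial genes, *Bmx* rose from 16.9 ± 18.5 to 229 ± 50.7 normalized CPM (3.77, SE 0.67, adjusted p = 5.3e-04), *Gja5* from 79.8 ± 27.2 to 445 ± 264 (2.49, SE 0.29, adjusted p = 1.1e-05) and *Efnb2* from 105 ± 24.1 to 427 ± 79.3 (2.03, SE 0.16, adjusted p = 4.2e-07). *Efnb2* lost its call with all 22 libraries in the fit (2.02, adjusted p = 0.024), in DESeq2's Wald test on these (2.11, adjusted p = 0.0263) and within E10 (1.94, adjusted p = 0.023). *Sox17* rose from 103 ± 53.0 to 226 ± 70.5 normalized CPM (1.14, SE 0.30, adjusted p = 0.0109), with 6 of 6 CD44 LowKit Neg libraries above the CD44 Neg median. It was called with stage as a covariate (0.96, adjusted p = 0.00285), and over its alternatives the adjusted p ranged from 0.00196 to 0.263.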

The CD44^Neg^ population expresses venous (*Aplnr*, *Nr2f2* and *Nrp2*) and arterial (*Sox17*, *Bmx* and *Efnb2*) markers, whereas the CD44^Low^Kit^Neg^ has a clear arterial signature with stronger expression of *Bmx*, *Jag1* and *Hey2*. Moreover, there are clear transcriptional links between the two CD44^Low^ populations and the initiation of several blood markers already at the CD44^Low^Kit^Neg^ stage suggests that this population is in fact the endothelial precursor of CD44^Low^Kit^Pos^ and CD44^High^ cells, and hence of haematopoietic development.

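The distance between libraries on log2 CPM values placed CD44 LowKit Pos at 159 from CD44 LowKit Neg and 172 from CD44 Neg at E9.5, and at 220.1 and 234 at E10, so the nearer population was CD44 LowKit Neg at both stages (exact permutation test within stage over 50 arrangements, two-sided, p = 0.18). Over all stages together it was CD44 Neg, the population with the smaller spread between its own libraries. In the 3 CD44 LowKit Neg libraries from E9.5 and E10, *Gfi1* reached 83.5%, *Ctsc* 57.2% and *Runx1* 56.5% of the way from its CD44 Neg mean to its CD44 LowKit Pos mean. *Ifitm1* reached 20.1%, *Spi1* 19.2% and *Nfe2* 15.7%. The same share was taken for the 41 other genes with at least 20 normalized CPM in every CD44 LowKit Pos library and a CD44 Neg mean under 5% of the CD44 LowKit Pos mean. Its median over these genes was 13.4%, with quartiles of 5.55% and 26.9%. From the links between the CD44 Low populations and the start of blood marker expression in CD44 LowKit Neg cells, the paper proposes that these cells are the endothelial precursor of CD44 LowKit Pos and CD44 High cells.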

### CD44^Low^Kit^Neg^ endothelial cells are quiescent

A large number of the differentially expressed genes between the two endothelial populations belonged to metabolic processes (395 out of 1605 genes; 1.32-fold enrichment, *p*-value < 0.05, Fisher’s exact test). We therefore identified specific metabolic pathways distinguishing the two populations (Fig. 6a, b and Supplementary Data 8). 

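Lists of genes for each pathway were tested with limma's camera (preset correlation of 0.01) on the 16 endothelial libraries, with Benjamini-Hochberg adjustment over the 13 lists. The median log2 fold change was −1.26 over 17 genes of glycolysis (adjusted p = 3.2e-08), 14 of them lower in CD44 LowKit Neg, −0.54 over 21 genes of the TCA cycle (adjusted p = 2.1e-06), 20 of them lower, and −0.41 over 72 nuclear genes of the respiratory chain (adjusted p = 3.2e-08), 57 of them lower. The mean level of the list in each library was below all 10 CD44 Neg libraries in 6 of 6 CD44 LowKit Neg libraries for glycolysis and the TCA cycle and in 5 of 6 for the respiratory chain. Over all alternatives, the medians ran from −1.57 to −1.20, from −0.62 to −0.43 and from −0.46 to −0.30. With a correlation estimated from the data, the calls of glycolysis, the TCA cycle and amino acid biosynthesis held, and under fry every called list stayed called. Random lists matched for expression level, GC content and transcript length shifted by a median of −0.34 for the TCA cycle and −0.32 for glycolysis and the respiratory chain. As far a shift was reached by 0 of 10000 such lists for glycolysis, 1183 for the TCA cycle and 1374 for the respiratory chain.

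Of the genes drawn in Fig. 6a, all 11 grouped here with glycolysis, *Slc16a3* among them, were lower in CD44 LowKit Neg and 10 were called. *Pkm* fell from 1621 ± 155 normalized CPM (SD, n = 10) to 363 ± 116 (n = 6), a log2 fold change of −2.15 (SE 0.18, adjusted p = 4.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Ldha* from 2157 ± 462 to 613 ± 171 (−1.81, SE 0.20, adjusted p = 5.7e-06). CD44 Neg replicate 6 had the lowest *Pfkl* (149 normalized CPM, against 232 to 321 in the other 9) and *Gapdh* (380.2, against 498 to 659.9). *Eno1*, at 4.26 ± 1.65 and 0.992 ± 0.434 normalized CPM, was not called (−2.07, SE 0.67, adjusted p = 0.0342). Its close paralog *Eno1b*, at 91.0 ± 45.9 and 21.7 ± 15.1, was (−2.06, SE 0.42, adjusted p = 0.00158), and the paper's text does not name how reads that match both genes were counted. All 9 genes of the figure grouped here with the TCA cycle, *Acly* among them, were lower and 7 were called, with log2 fold changes from −1.22 to −0.51. *Sdhb*, 1 of the 7, lost its call in 7 of the 16 fits without 1 library (adjusted p up to 0.0172), without a filter (adjusted p = 0.0125) and with *Rn45s* left out (adjusted p = 0.011).

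**Figure D2:**
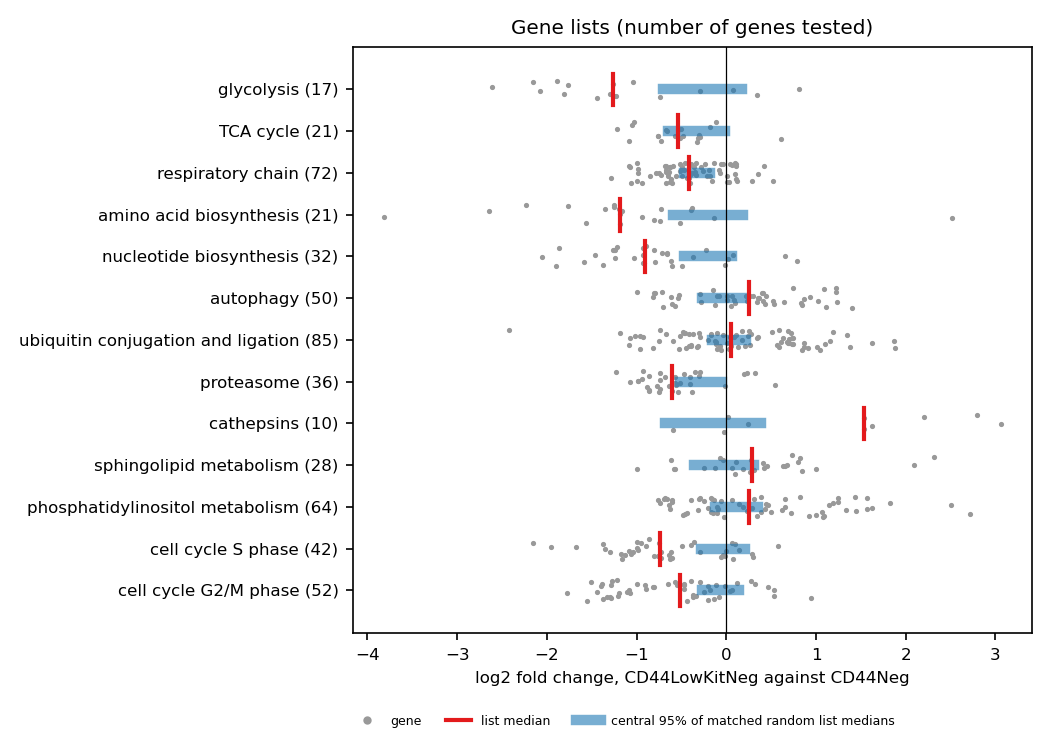
Log2 fold changes (CD44 LowKit Neg against CD44 Neg) of the genes in each of the 13 lists, with 1 point per gene and a bar at the median of the list. The medians run from −1.26 for glycolysis to 1.54 for the cathepsins.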

Notably, the CD44^Low^Kit^Neg^ population showed a pronounced downregulation of genes coding for enzymes involved in glycolysis, the TCA cycle and respiration, suggesting reduced ATP generation. Furthermore, amino acid and nucleotide biosynthesis genes were also downregulated. 

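The 21 genes of the amino acid biosynthesis list had a median log2 fold change of −1.18 (camera, adjusted p = 1.7e-06), with 20 lower in CD44 LowKit Neg. For the 32 genes of nucleotide biosynthesis, the median was −0.90 (adjusted p = 4.6e-08), with 28 lower; its call was lost with an estimated correlation (adjusted p = 0.189). Over the alternatives the medians ran from −1.24 to −0.92 for amino acids and from −1.14 to −0.40 for nucleotides, nearest to 0 within E10. These values take the genes that pass the filter of each fit; over the genes of the 16-library fit, those within E10 were −0.84 and −0.49. For both lists, all 6 CD44 LowKit Neg libraries lay below all 10 CD44 Neg libraries in the mean level. Of the 10 amino acid genes drawn in Fig. 6, all were lower and 5 were called. *Asns* fell from 124 ± 48.3 normalized CPM (SD, n = 10) to 19.7 ± 15.9 (n = 6), a log2 fold change of −2.64 (SE 0.42, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Glul* was called (−1.25, SE 0.32, adjusted p = 0.00863), but not in 13 of the 16 fits without 1 library, nor with DESeq2's size factors, without a filter, with stage as a covariate or under limma voom (adjusted p from 0.0113 to 0.0138).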

Altogether, it suggests that the CD44^Low^Kit^Neg^ is in a non-proliferative, metabolically quiescent state, which is in line with the smaller size of this population compared with the CD44^Neg^ (Fig. 2e). To test this hypothesis, we performed a cell cycle analysis of the four different CD44 populations at E10 and we found that indeed CD44^Low^Kit^Neg^ population was the most quiescent compared with the other endothelial subset (Fig. 6c and Supplementary Fig. 12). 

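A list of 42 S phase genes had a median log2 fold change of −0.74 (camera, adjusted p = 1.7e-07), with 35 genes lower in CD44 LowKit Neg, and a list of 52 G2/M phase genes −0.51 (adjusted p = 6.6e-07), with 43 lower. Both lists lost their call in camera with an estimated correlation (adjusted p = 0.228 and 0.334). Individually, 9 S phase genes and 2 G2/M phase genes were called. Within E11, the medians were −0.99 and −1.72. Within E10, both were −0.28, and the S phase list was not called there (adjusted p = 0.101). The mean log2 CPM of the G2/M phase list was 3.44 to 5.26 in the 3 CD44 LowKit Neg libraries from E11 and 6.00 to 7.63 in the 3 from E9.5 and E10, against 6.29 to 7.33 in the CD44 Neg libraries. Without CD44 LowKit Neg replicate 14, the only one from E9.5, the G2/M phase median was −1.06. Over all fits that left out 1 library, this median ranged from −1.06 to −0.30. Splitting the 16 libraries in 100 ways, 17 gave as large a shift of this list. From lower expression of glycolysis, TCA cycle, respiration, amino acid and nucleotide biosynthesis genes, the paper proposes that CD44 LowKit Neg cells are non-proliferative and metabolically quiescent. It also cites their smaller size. The paper then analysed the cell cycle at E10 by flow cytometry, where these cells were the more quiescent endothelial subset.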

Interestingly, the proliferation rate increased, as the cells were progressing through EHT consistent with the observations made by another group^29^.

**Fig. 6:**
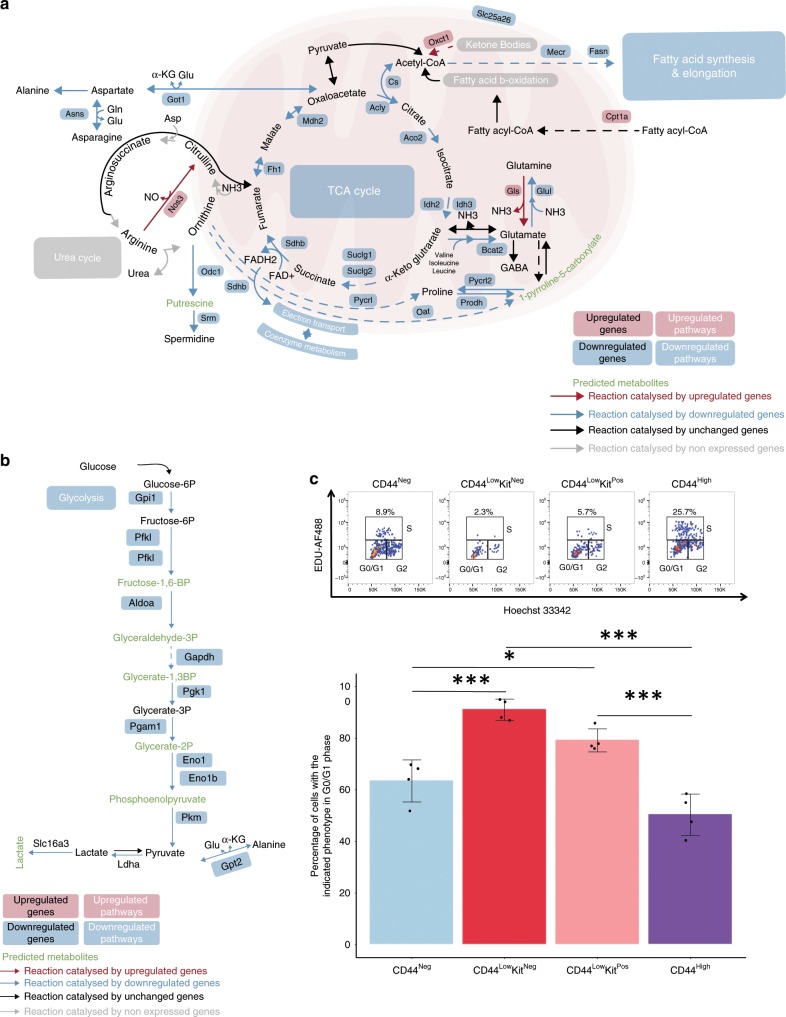
Reduced expression of genes involved in TCA cycle and glycolysis in CD44^Low^Kit^Neg^ endothelial cells. **a**, **b** Overview of key metabolic nodes and pathways enriched in differentially expressed genes when comparing the CD44^Low^Kit^Neg^ and CD44^Neg^ endothelial populations. These were selected based on reporter metabolite analysis. Pathway boxes summarize multiple genes/reporter metabolites (Supplementary Data 8). The mentioned upregulated and downregulated genes refer to the expression in the CD44^Low^Kit^Neg^ population compared with CD44^Neg^. **c** Cell proliferation analysis of the four indicated populations showing a representative flow cytometry profile of cell cycle status (top panel) and a bar graph summarizing the proportion of cells in G0/G1 cell cycle phases for each population (bottom panel) (*n* = 4 independent experiments). Error bars represent SD. A one-way ANOVA was used to compare the proportion of cells in the G0/G1 phase across all populations F(3,12) = 30.24, *p*-value < 0.0001. A Tukey’s HSD post-hoc test was used to determine where the significance lies, *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. Source data are provided as a Source Data file.

Given that endothelial cells are known to obtain most of their energy from glycolysis^30^, this change in metabolic status suggests a loss of endothelial identity. These cells also show a marked increase in the expression of pathways leading to lipids with regulatory function: glycerolipids, glycerophospholipids, phosphatidylinositol and sphingolipids (Supplementary Fig. 13a).

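A list of 28 sphingolipid metabolism genes had a median log2 fold change of 0.29 and was not called (camera, adjusted p = 0.0862), with 20 genes higher in CD44 LowKit Neg; under fry it was called (adjusted p = 0.0374), and over its alternatives the median ran from 0.062 to 0.41 and the adjusted p up to 0.606. *Acer2* (2.32), *Asah2* (2.10) and *Asah1* (1.00) were called higher and no gene of the list was called lower. A list of 64 phosphatidylinositol metabolism genes had a median of 0.26 (adjusted p = 0.0282), with 36 genes higher, and *Plcg2* (2.72), *Pik3r3* (1.83) and *Pik3c2b* (1.33) were called. Its call was lost without CD44 LowKit Neg replicate 11 (median 0.0115) or 12, with stage as a covariate (0.18, adjusted p = 0.126), and under 6 other alternatives. As far a shift was reached by 955 of 10000 matched lists for phosphatidylinositol metabolism and 298 for sphingolipid metabolism, and by 7 of 100 splits of the libraries for the latter. Glycerolipids and glycerophospholipids were not analysed here.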

Moreover, we observed that several genes involved in autophagy, a process known to be regulated by phosphatidylinositol and sphingolipids^31–34^, were also highly upregulated in the CD44^Low^Kit^Neg^ population (Supplementary Fig. 13b). 

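A list of 50 autophagy genes was set before the data were examined and need not hold the several genes that the paper refers to. Its median log2 fold change was 0.25, with 33 genes higher in CD44 LowKit Neg, and the list was not called (camera, adjusted p = 0.0862). Under fry it was (adjusted p = 0.0422), and over the alternatives the median ran from 0.14 to 0.32 and the adjusted p up to 0.606. *Rb1cc1* (1.23), *Lamp2* (1.11) and *Lamp1* (0.85) were called higher, and *Gabarapl1* (−1.0) and *Atg4b* (−0.81) lower.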

Concordantly, two key processes accompanying autophagy, ubiquitylation and proteolysis, were also upregulated. 

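The lists used for these processes were also set before the data were examined and need not hold the paper's genes. The 85 genes of the ubiquitin conjugation and ligation list had a median log2 fold change of 0.048 (camera, adjusted p = 0.437), with 46 higher and 39 lower in CD44 LowKit Neg. Of these, 5 were called higher and 1 lower. The median took the opposite sign without CD44 LowKit Neg replicate 11 (−0.027), and 39 of 100 splits of the 16 libraries shifted it as far. The 36 proteasome subunit genes fell, with a median of −0.60 (adjusted p = 3.2e-08), 32 lower and 15 of these called. The proteasome median kept its sign under all alternatives (−0.75 to −0.46), and the list lost its call with an estimated correlation. The list of 10 cathepsin genes rose, with a median of 1.54 (camera, adjusted p = 0.00226), 8 genes higher and 2 lower in CD44 LowKit Neg. *Ctsc*, *Ctsh* (2.79) and *Ctsl* (1.54) were called higher. With only genes of at least 10 counts in every library, the cathepsin median was 0.31, and without CD44 LowKit Neg replicate 11 it was 1.00. The cathepsin call was lost within E10 (0.82, adjusted p = 0.389) and with an estimated correlation (adjusted p = 0.189).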

As autophagy has been shown to play a key role in embryonic development and haematopoiesis^35–37^, this provides further support to the CD44^Low^Kit^Neg^ cells being in transit from endothelial to haematopoietic identity.

### Runx1 is dispensable for the formation of CD44^Low^Kit^Neg^

CD44 has allowed us to clearly define the key VE-Cad^+^ populations in the AGM. The transcription factor RUNX1 is essential for HSPC formation and is known to downregulate endothelial identity through its target genes *Gfi1* and *Gfi1b*^10,38^. Next, we decided to evaluate the impact of *Runx1* loss of function on the different CD44^+^ cells. Using a *Runx1* knockout *mouse* model^39^, we stained for VE-Cad, CD44 and Kit expression, and performed transcriptional profiling on the sorted cells (Fig. 7, Supplementary Fig. 14 and Supplementary Data 9). We found that in the absence of *Runx1* there is a loss of CD44^High^ and CD44^Low^Kit^Pos^ cells, and we observed a concomitant increase in the frequency of the CD44^Low^Kit^Neg^ population (Fig. 7a, b). Interestingly, we found no obvious transcriptional differences between the CD44^Low^Kit^Neg^ populations derived from *Runx1*^+/+^ vs. *Runx1*^−/−^ embryos, indicating that RUNX1 is not necessary for the formation of these endothelial cells but for the promotion of the transition into CD44^Low^Kit^Pos^ cells (Supplementary Fig. 14).

**Fig. 7:**
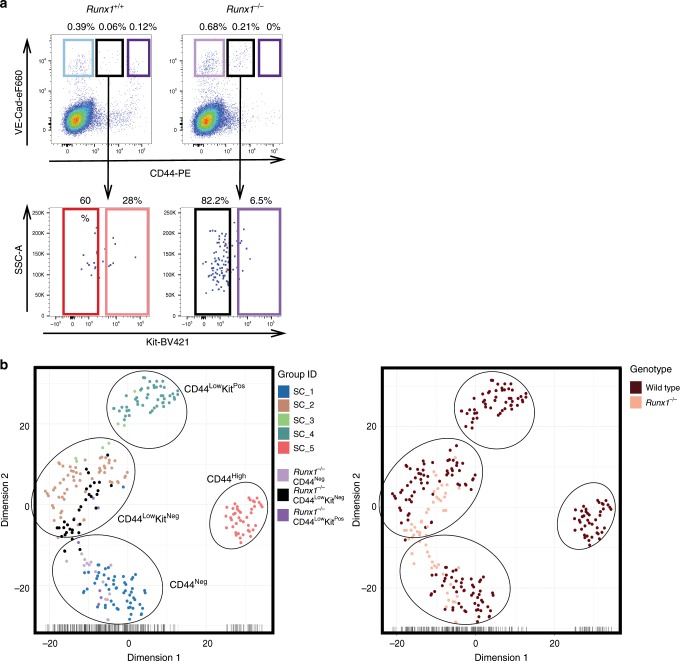
*Runx1* is required for the generation of CD44^Low^Kit^Pos^ and CD44^High^ cells. **a** FACS plots of VE-Cad and CD44 expression in the AGM region at E10.5 from *Runx1*^+/+^ (left) and *Runx1*^−/−^ (right) embryos. **b** tSNE plots from single-cell q-RT-PCR data shown in **a**. See also Supplementary Fig. 14 and Supplementary Data 9.

### VE-Cad^Pos^ CD44^Pos^ cells display haematopoietic potential

To understand the haematopoietic potential of the different populations defined by VE-Cad, CD44 and Kit expression, we performed ex vivo assays using an OP9 co-culture system. No colonies were formed at the single-cell level from either the CD44^Low^Kit^Neg^ or the CD44^Neg^ populations. However, by plating cells at a density of 300 cells per well, we could observe round cell colony formation from the CD44^Low^Kit^Neg^ population (4 out of 16 wells) but not from the CD44^Neg^ (0 out of 13 wells) (Fig. 8a). As this growth occurred 4 times out of a total of 16 wells, the frequency of cells giving rise to blood in CD44^Low^Kit^Neg^ population is <1 in 300, which is in line with the very low expression of haematopoietic genes in this population.

**Fig. 8:**
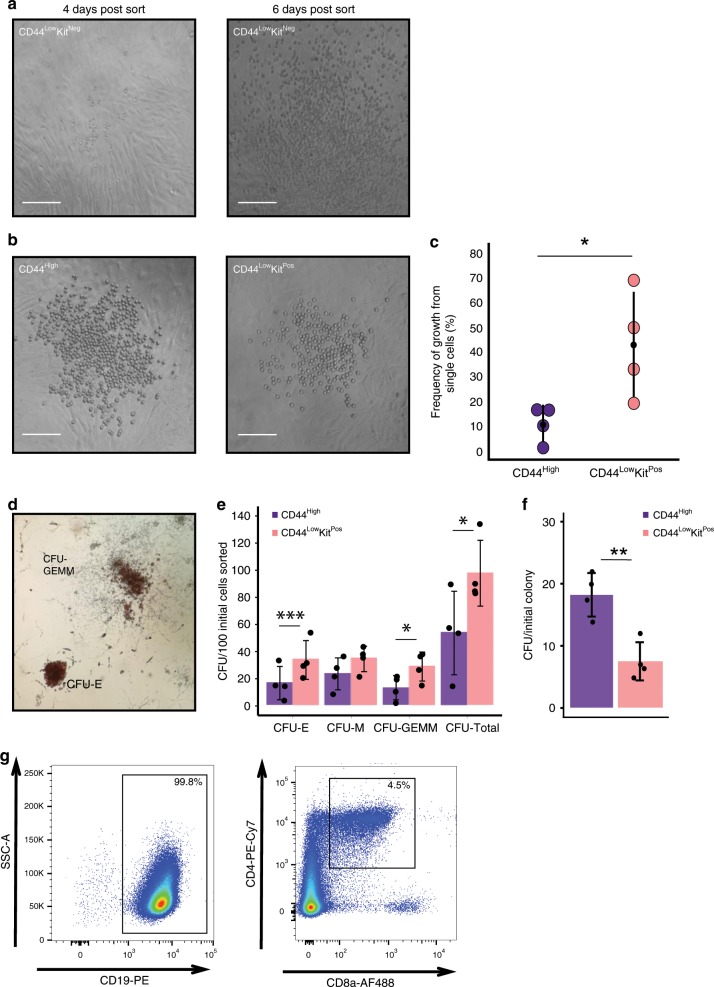
VE-Cad^+^ CD44^+^ populations have haematopoietic potential. **a** Images of OP9 co-cultures after 4 and 6 days of incubation. Haematopoietic potential was observed from CD44^Low^Kit^Neg^ cells with colonies of round cells resulting from 300 cells sorted per well. No round cell colonies were observed with CD44^Neg^ cells. Scale bars represent 100 μM. **b** Images of OP9 co-culture after 3 days of culture are shown. A single CD44^High^ or CD44^Low^Kit^Pos^ cell was FACS sorted onto a confluent OP9 stromal layer and incubated in HE medium. Scale bars represent 100 μM. **c** The percentage of single cells giving rise to colonies was quantified across four independent experiments (*n* = 4). The graph compares the frequency of growth from single CD44^High^ (*M* = 0.11, SD = 0.07) cells with CD44^Low^Kit^Pos^ cells (*M* = 0.43, SD = 0.22). Statistical significance was determined by a two-tailed, paired *t*-test, *t*(3) = −4.11, *p*-value = 0.026. Source data are provided as a Source Data file. **d** Colony-forming unit assays were performed following three days OP9 culture of CD44^Low^Kit^Pos^ and CD44^High^ cells (100 cells per well). Cells were kept for a further 7 days in methocult medium before quantification. Images show representative CFU-E and CFU-GEMM colonies. **e** The bar graphs show the number of CFUs generated per 100 initial FACS sorted cells (*n* = 4 independent experiments). Significance was determined by two-tailed, paired *t*-tests (see Source Data file). **f** The bar graph indicates the total number of colony-forming units formed per initial colony grown on the OP9 stromal layer. Although the CD44^Low^Kit^Pos^ population gives rise to approximately six times more round cell colonies on OP9 then the CD44^High^ population, only ~2.5 times more CFUs are generated. Significance was determined by a two-tailed, paired *t*-test *t*(3) = 6.67, *p*-value = 0.0069 (*n* = 4 independent experiments). Source data are provided as a Source Data file. **g** B- and T-cell lymphoid assays were performed following 21 days of OP9 (B cells) and OP9-DL1 (T cells) culture of 50 FACS-sorted CD44^High^ cells. Percentages of CD19^+^ (B-cells) and CD4^+^CD8a^+^ (immature T-cells) are shown. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. Error bars indicate SD.

In contrast, using single-cell sorting, we found that the CD44^Low^Kit^Pos^ population was the most potent with an average of 43% of single cells forming round cell colonies after 3 days of growth. Similarly, the CD44^High^ population produced haematopoietic colonies but with a lesser frequency; on average, 11% of single cells showed the ability to form haematopoietic colonies on OP9 (Fig. 8b, c). To uncover the differentiation potential of the cells generated by CD44^Low^Kit^Pos^ and CD44^High^, we performed colony-forming unit (CFU) assays following the OP9 co-culture. Both populations readily generated both erythroid and myeloid colonies with the CD44^Low^Kit^Pos^ population demonstrating a significantly higher capacity than the CD44^High^ population (Fig. 8d, e). However, the fourfold increase in the number of CD44^Low^Kit^Pos^ colonies on OP9 did not correspond to a fourfold increase in CFU colonies, suggesting a higher replating efficiency of the CD44^High^ cells compared with CD44^Low^Kit^Pos^ (Fig. 8f). We further tested the lymphoid potential of the CD44^High^ population by growing cells for 21 days on either OP9 or OP9-DL1 with lymphoid-promoting cytokines. We demonstrated that this population could give rise to both B and T cells ex vivo (Fig. 8g and Supplementary Fig. 15).

Our transcriptome and fluorescence-activated cell sorting (FACS) analyses showed that CD44^Low^Kit^Pos^ were similar to the Pre-HSC type I, whereas the CD44^High^ were equivalent to Pre-HSC type II (VE-Cad^Pos^ CD45^Pos^). Pre-HSC type I gives rise to type II in OP9 co-culture^40^ and, as expected, by isolating CD44^Low^Kit^Pos^ cells, we could demonstrate that they were producing VE-Cad^Pos^ CD45^Pos^ on their way to produce blood cells supporting the differentiation relationship between the two CD44^Pos^ Kit^Pos^ populations (Supplementary Fig. 16).

Overall, we found that all populations expressing CD44 displayed the capacity to produce haematopoietic cells on OP9 cells including CD44^Low^Kit^Neg^ albeit at a very low frequency.

### Interrupting hyaluronan binding to the CD44 reduces EHT

So far, we demonstrated that CD44 was a very useful marker to distinguish the different stages of EHT. Although the *Cd44* knockout mice do not have a severe haematopoietic phenotype^41^, compensatory mechanisms through other Hyaluronan receptors (e.g., *Hmmr*^42^ expressed by some CD44^Low^Kit^Pos^ and CD44^High^ cells in Fig. 3a) may be at play to diminish the consequences of CD44 loss of function. To explore the functional role of CD44 in EHT, we employed a pharmacological approach. By treating CD44^High^-sorted cells with a CD44 blocking antibody known to bind close to the hyaluronan binding site on the extracellular domain of CD44^29^, we found that round cell colony formation could be inhibited in a dose dependent manner (Fig. 9a, b). The blocking antibody inhibited not only the number of colonies deriving from the ex vivo sorted cells but also the size of the colonies generated (Fig. 9c).

**Fig. 9:**
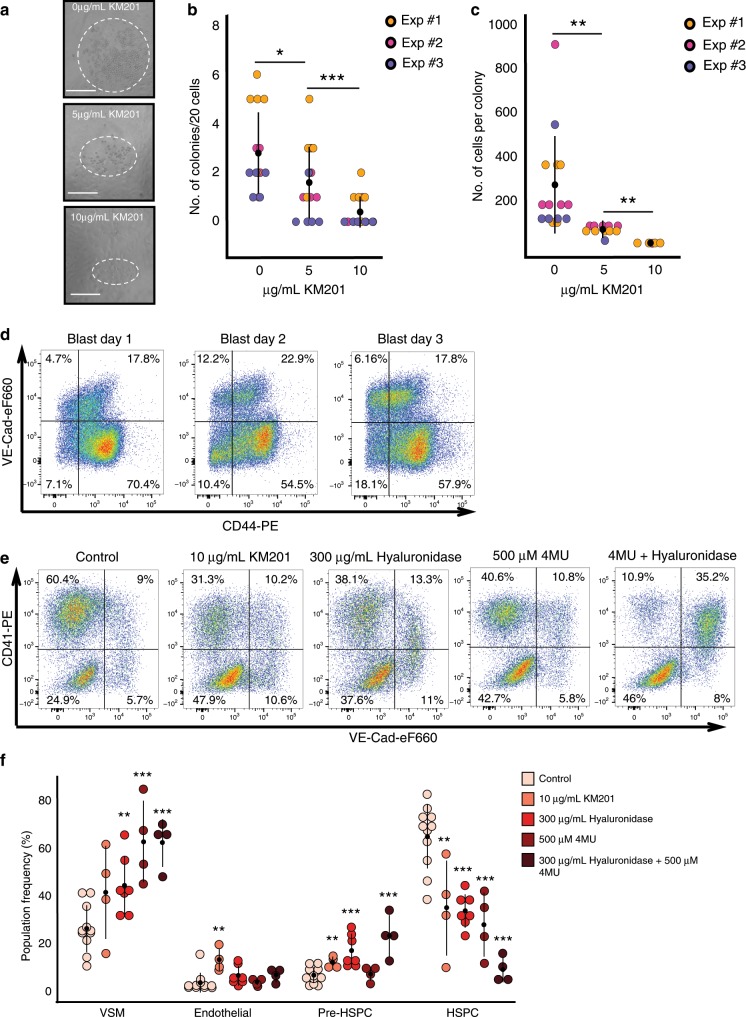
Blocking the interaction between CD44 and hyaluronan inhibits the EHT. **a** Images of round cell colonies generated from CD44^High^ cells after 4 days of OP9 co-culture with different concentrations of KM201 anti-CD44 blocking antibody. Dotted line indicates approximate size of colonies. Scale bar corresponds to 100 μm. **b** Dot plot comparing number of round cells colonies formed as a function of the concentration of anti-CD44 blocking antibody applied. Source data are provided as a Source Data file. **c** Dot plot indicating the number of cells per colony as a function of the concentration of anti-CD44 blocking antibody applied. **b**, **c** Kruskal–Wallis tests were used to compare treatment groups and Dunn post-hoc test with Benjamini–Hochberg adjustment was used to identify significance between the conditions (see Source Data file) where *p-value < 0.05, **p-value < 0.01 and ***p-value < 0.001. Each data point represents one well. For each of the three independent experiments (*n* = 3), there were five different wells. Source data are provided as a Source Data file. **d** Flow cytometry analysis of CD44 and VE-Cad expression in Hemangioblast culture between day 1 and day 3. The dot plots show expression of VE-Cadherin and CD44 at the indicated time points. **e** Representative FACS plots of VE-Cad and CD41 expression after 2 days of haemangioblast differentiation. Cells were either untreated (control) or treated with anti-CD44 blocking antibody, hyaluronidase enzyme, 4MU hyaluronan synthase inhibitor or a combination. **f** Dot plot showing the population percentage for vascular smooth muscle (VSM) (VE-Cad^−^CD41^−^), endothelial cells (VE-Cad^+^CD41^−^), Pre-HSPCs (VE-Cad^+^CD41^+^) and HSPCs (VE-Cad^−^CD41^+^) after 2 days of haemangioblast differentiation, summarizing the results of FACS analysis shown in **d**. Each data point represents an independent experiment for the indicated conditions (*n* = 11 for control, *n* = 4 for 10 μg/mL KM201, *n* = 7 for 300 μg/mL Hyaluronidase, *n* = 4 for 500 μM 4MU and *n* = 4 for 300 μg/mL Hyaluronidase + 500 μM 4MU). Significance was determined for VSM, pre-HSPCs, and HSPC populations using a one-way ANOVA followed by Dunnett’s post-hoc tests (see Supplementary Material). As the distribution of values for the endothelial population was not normally distributed a Kruskal–Wallis test was applied and significant differences evaluated with a Dunn post-hoc test (see Source Data file). For **d**, *p-value < 0.05, **p-value < 0.01 and ***p-value < 0.001. Error bars represent SD. Source data are provided as a Source Data file.

To further investigate the role of CD44 in EHT, we used the in vitro ESC differentiation system mimicking embryonic haematopoiesis^24^. We performed a haemangioblast culture and analysed CD44 expression at day 1, 2 and 3. Endothelial cells expressed CD44 at all tested time points (Fig. 9d).

We therefore applied the blocking antibody from the beginning of the culture and found that treatment with the antibody halved the number of HSPCs (VE-Cad^−^ CD41^+^) produced and significantly increased the percentage of endothelial cells in the culture (Fig. 9e, f). We could not get this effect using another CD44 antibody, which did not bind close to the hyaluronan binding site (Supplementary Fig. 17), suggesting the importance of CD44 interaction with its ligand for EHT. Given this result, we next attempted to manipulate the amount of hyaluronan in the culture. When 300 μg/mL of hyaluronidase was applied to the haemangioblast culture, we again observed a block in EHT characterized by a significant decrease in blood cell formation and an increase in the percentage of Pre-HSPCs (VE-Cad^+^ CD41^+^) (Fig. 9f). Using the methylumbelliferone (4MU) inhibitor, which blocks the synthesis of hyaluronan, we also observed the reduction of CD41^+^ cell number. Combining 4MU with hyaluronidase had a much more potent effect with a clear block in EHT at the Pre-HSPC stage.

In conclusion, these results demonstrate a regulatory role for hyaluronan and its receptor CD44 in the formation of HSPCs.

## Discussion

Using antibody screening and sc-RNA-seq, we discovered that CD44 was a robust marker to distinguish all the main populations in the EHT process in the AGM. Combining CD44 with Kit and VE-Cad allowed us to discriminate the different stages of EHT more accurately than the method based on VE-Cad, CD41, CD43 and CD45 cell surface markers^13^. In addition, we showed that CD44 had an unexpected regulatory function in the EHT process.

Our work has been instrumental in distinguishing the different types of endothelial cells in the AGM region. Previously, Zhou et al.^14^ found only one type of AGM endothelial cells, identical to the CD44^Neg^ population we described in the present study (Supplementary Fig. 8). On the other hand, the study by Baron et al.^26^ described two endothelial populations: non-HE and HE. Surprisingly, they had no more than 100 genes differentially expressed between them. In contrast, we found 1605 genes changing between the two AGM endothelial populations we identified. A close look at their E11 sc-RNA-seq data showed that their non-HE cells were heterogeneous. Seventy-three per cent of them were in fact HE cells with characteristics identical to the CD44^Low^Kit^Neg^ population, while the remaining cells formed a separate cluster of CD44^Neg^ cells (Supplementary Fig. 9). Therefore, our study is the first one to identify and compare thoroughly the different types of AGM endothelial cells. The CD44^Low^Kit^Neg^ cells have a gene expression signature strongly compatible with arterial identity (e.g., expression of *Efbn2* and *Sox17*, and upregulation of Notch pathway target *Hey2*), while the CD44^Neg^ population co-expressed genes related to the venous (e.g., *Nr2f2* and *Aplnr*) and arterial cell fates (e.g., *Efnb2* and *Sox17*) (Fig. 5d). It is in line with previous sc-RNA-seq datasets from the AGM^14,26^. In the first analysis by Zhou et al.^14^, 64% of CD44^Neg^ cells (18 out of 28) were *Efnb2*+*Aplnr*+, whereas 50% of them (14 out of 28) were *Sox17*+*Aplnr*+ (Supplementary Fig. 8). In the second dataset by Baron et al.^26^, 36% of them (4 out of 11) were *Efnb2*+*Aplnr*+ and 18% (2 out of 11) were positive for *Sox17* and *Aplnr* (Supplementary Fig. 9).

Of note, not all of the CD44^Neg^ cells co-expressed arterial and venous markers, suggesting heterogeneity within this population (Supplementary Figs. 8 and 9). This could be attributed to the fact that some of these endothelial cells come from the dorsal aorta (Supplementary Fig. 3) and the rest from the cardinal veins, which are entirely CD44^Neg^ (Supplementary Fig. 10). Indeed, cardinal veins are not removed when the AGM region is isolated, because they are very close to the aorta. It would explain the presence of endothelial cells expressing only venous markers within the CD44^Neg^ population.

Another interesting finding was the striking metabolic state difference between the two endothelial populations. The CD44^Neg^ cells appeared much more metabolically active than the CD44^Low^Kit^Neg^, suggesting that the latter population is in a state of quiescence. This was further supported by our cell cycle analysis (Fig. 6). This is surprising given that the acquisition of a quiescent phenotype in endothelial cells occurs normally after birth following the completion of angiogenesis. FOXO1 has been described as an important transcription factor to induce quiescence in endothelial cells through suppression of Myc^43^. 

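*Myc* was at 100.3 ± 22.2 normalized CPM (SD, n = 10) in CD44 Neg, 25.4 ± 8.34 in CD44 LowKit Neg (n = 6), 96.5 ± 9.56 in CD44 LowKit Pos (n = 3) and 178 ± 9.42 in CD44 High (n = 3). Its log2 fold change between the endothelial populations was −1.97 (SE 0.24, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Foxo1* was at 62.4 ± 21.8 normalized CPM in CD44 Neg and 98.6 ± 28.1 in CD44 LowKit Neg (0.67, SE 0.24, adjusted p = 0.0549). All 6 CD44 LowKit Neg libraries lay above the CD44 Neg median of *Foxo1*, and the gene was called under none of the alternatives (adjusted p from 0.0126 to 0.66).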

Although we observe specific downregulation of Myc in CD44^Low^Kit^Neg^ cells, *Foxo1* has a similar level of expression in the two endothelial populations (Supplementary Data 5). Recently, a study comparing lung endothelial cells between infant and adult mice showed that higher expression of SMAD6 and SMAD7 was linked with the induction of endothelial cell quiescence typical in adulthood^44^. Interestingly, all the CD44^Low^Kit^Neg^ cells co-expressed *Smad6* and *Smad7* at the single-cell level, suggesting that the quiescent phenotype we observe could also be linked to the co-expression of the two inhibitory Smads.

The acquisition of quiescence in this context could be the first indication of haemogenic capacity. The metabolic features of the CD44^Low^Kit^Neg^ population were coupled with an increase in genes involved in autophagy. This is in line with the known role of autophagy in embryogenesis, haematopoiesis and stem cell maintenance^35–37,45,46^, such as protein and organelle turnover and protection from reactive oxygen species. Our data thus suggest that these cells mark the resetting of metabolic and regulatory states to initiate the EHT process.

We consequently propose that the CD44^Low^Kit^Neg^ population is the source of HSPCs in the AGM (Fig. 10). Although it was suggested that HE cells in the human pluripotent stem cell differentiation model do not display arterial identity^47^, our results clearly support the arterial source of HSPCs in the AGM. Of note, the CD44 protein has been detected in intra-aortic haematopoietic clusters during human embryogenesis^48^, suggesting an evolutionary conservation of its expression pattern.

**Fig. 10:**
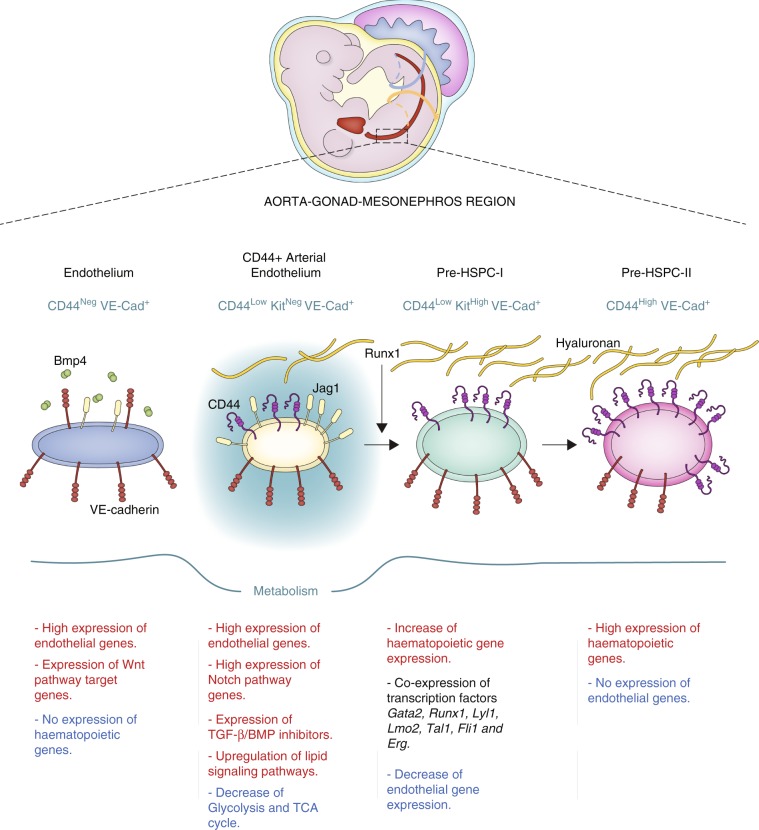
New model for the progression of EHT. Scheme summarising the findings of the present study. We identified two different sets of endothelial cell populations in the AGM with very distinct properties in term of signalling pathways and metabolic states. Expression of Runx1 in the CD44+ arterial endothelial population triggers the upregulation of haematopoietic genes and the formation of the Pre-HSPC-I, which co-expresses endothelial and haematopoietic genes. Continuous expression of haematopoietic genes and interaction between CD44 and hyaluronan eventually lead to the loss of endothelial genes and the formation of Pre-HSPC-II expressing only haematopoietic genes.

Another characteristic for the initiation of the EHT is the inhibition of the BMP and TGFβ pathways as suggested by the increased expression of *Smad6*, *Smad7* and *Bmper* in the CD44^Low^ Kit^Neg^ arterial population. Expression of RUNX1 in endothelial cells would then trigger haematopoietic gene expression. The dynamic interaction between the heptad of transcription factors GATA2, RUNX1, LYL1, ERG, FLI1, LMO2 and TAL1 co-expressed at the Pre-HSPC-I stage would eventually lead to the loss of endothelial gene expression^24^ and give rise to the Pre-HSPC-II stage, cells expressing only haematopoietic genes.

Interestingly, we also detected CD44 on endothelial cells generated in the in vitro EHT model based on ESC differentiation. Of note, the analysis of the mouse organogenesis sc-RNA-seq atlas^27^ showed that the *Cd44* gene was mostly expressed by a fraction of arterial endothelial cells indicating that this gene has a restricted expression pattern during development (Supplementary Fig. 10). It made CD44 expression on endothelial cells in this in vitro model even more significant. In addition, we have shown that endothelial cells produced in vitro co-express the *Smad6* and *Smad7* genes as in the AGM CD44^Low^ Kit^Neg^ population^24,49^. The production of blood progenitors in vitro is also going through an intermediary stage expressing endothelial, haematopoietic genes, the key transcription factors *Erg*, *Fli1*, *Lmo2*, *Lyl1*, *Fli1*, *Tal1*, *Runx1* and *Gfi1* as in the AGM^24^. Finally, even though HSCs have not yet been generated from ESCs without the use of reprogramming, definitive erythroid, myeloid and lymphoid cells could be obtained from this model^50^. These lineages could also be produced upon transplantation of in vitro derived progenitors in adult mice and could be detected up to 22 weeks after injection, indicating a long-term reconstitution^50^. These elements convinced us that studying CD44 role in the in vitro haemangioblast culture would be relevant to AGM EHT.

Our detailed transcriptomics analysis of haemogenic and non-haemogenic endothelial cell populations in the AGM revealed the prerequisites needed by endothelial cells to generate HSPCs. Thus, our study may help to design protocols for the generation of HSCs ex vivo without the use of transcription factors, which still represents a considerable health risk. The manipulation of the interaction between CD44 and hyaluronan could offer a strategy for reprogramming endothelial cells into HSPCs.

In addition, our work could shed light on CD44 function in other cellular transitions such as the epithelial–mesenchymal transition occurring during metastasis^23^. Given the role of CD44 in the metastatic process, it is possible that there is an overlap in its function for these transformations. Therefore, understanding the down-stream targets of the CD44–hyaluronan interaction could also have implications for cancer biology.

## Methods

### Timed mating and embryo dissection

For timed pregnancies, C57BL/6 wild-type mice or Runx1^+/−^ mice (two to three months old) were mated overnight. The welfare of adult mice used in this work was covered by the licence number 17/2019-PR approved by the Italian Health Ministry. Embryos were collected in phosphate-buffered saline (PBS) supplemented with 10% fetal bovine serum (FBS) (PAA Laboratories). The yolk sac of embryos derived from Runx1^+/−^ mice were genotyped using the Kappa *Mouse* Genotyping Kit (KAPA Biosystems) according to the manufacturer’s instructions. E9.5 to E11.5 embryos were staged based on somite counts. After removing the yolk sac, the AGM region was dissected by removing the head and tail above and below the limb buds then removing the limb buds, organs and somites by cutting ventrally and dorsally either side of the AGM.

All experiments were performed following the guidelines and regulations defined by the European and Italian legislations (Directive 2010/63/EU and DLGS 26/2014, respectively). They apply to foetal forms of mammals as from the last third of their normal development (from day 14 of gestation in the mouse). They do not cover experiments done with day 12 mouse embryos and at earlier stages. Therefore, no experimental protocol or license was necessary for the experiments performed on mouse embryos. Mice were bred and maintained at the EMBL Rome Animal Facility in accordance with European and Italian legislations (EU Directive 634/2010 and DLGS 26/2014, respectively).

### C1 Fluidigm chip and single-cell RNA sequencing

AGM from E10 embryos were dissected and dissociated with collagenase (Sigma) at 37 °C for 30 min. The collagenase was deactivated with PBS supplemented with 10% FBS (Gibco). Cells were stained with anti-VE-Cad and anti-CD41 antibodies (Supplementary Table 3). VE-Cad^+^ cells from E10 embryos were isolated using FACS and mixed with Fluidigm suspension reagent (Fluidigm) in a 3:2 ratio. A primed Fluidigm C1 chip and 5 μl of cell suspension was loaded onto a C1 instrument. Cell capture was then assessed with a ×40 bright-field microscope and wells scored as single cell, doublet or debris. Lysis, reverse transcription and PCR reagents (Clontech Takara) along with ERCC spike-ins at 1 in 4000 dilution (Ambion) were added and mRNA-Seq RT & Amp script were performed overnight. The cDNA was then collected and diluted in Fluidigm C1 DNA dilution buffer.

### Single-cell RNA sequencing data analysis

The paired 2 ×101 bp Illumina reads from the libraries were quantified using Salmon^51^ with the setting -l IU to indicate library topology and the optional flags–posBias and –gcBias, to account for coverage and amplification biases present in sc-RNA-seq protocols. As an index the cDNA annotation of Ensembl release 85 for GRCm38.p4 was used, together with ERCC spike-in sequences. The transcript per million (TPM) values were re-scaled to not include ERCC expression and only consider endogenous gene expression.

Technical features of the data were compared with manual annotation of samples in C1 chambers through microscopy. Samples with less than 500,000 mapped reads and >30% mitochondrial content were discarded from analysis. This left 78 single cells in the in vivo experiment.

To identify cells as endothelial or haematopoietic, expression levels of ten known markers were analysed (*Cdh5*, *Kdr*, *Pecam1*, *Pcdh12*, *Sox7*, *Gfi1*, *Gfi1b*, *Myb*, *Runx1*, *Spi1*). Cells were clustered using Principal Component Analysis (PCA) and a Gaussian Mixture Model with two components on these markers (Fig. 1b). A cluster of ten cells considered haematopoietic was identified (and annotated based on high Runx1 expression). Analysis was performed using the decomposition.PCA and mixture.GaussianMixture classes in the scikit-learn package. PCA analysis was performed on the log-transformed TPM values of the markers and the first two principal components were used for Gaussian Mixture.

Markers for hematopoietic cells were identified using a likelihood ratio test, where the alternative model included a binary term for whether the cell was haematopoietic, and the null model just assumed a common mean for all the cells. The *P*-values from the likelihood ratio test were corrected for multiple testing by the Bonferroni procedure. The top differentially expressed genes were investigated to find markers, which could be used in follow-up experiments, and *Cd44* was considered a good candidate (Fig. 1c).

### Analysis of the mouse single-cell transcriptome atlases

Seurat v.2 was used to perform sc-RNA-seq clustering analysis on the data retrieved from the *Mouse* Organogenesis Cell Atlas^27^. We took the filtered data cds_cleaned.RDS from which the doublet and low-mRNA cells were removed. For annotation and metadata, the cell_annotation.csv table was used.

We selected the cells related to the Endothelial trajectory. For these files we created Seurat object and ran clustering analysis including normalization with LogNormalize method. Afterwards, we found 4890 variable genes using the following parameters: x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.5. Next, we performed a scaling with linear model regressed on the number of UMI and clustering with dimensions 1:20 and resolution 1.0. With clustered data we generated t-SNE plots highlighting the genes we were interested in (Supplementary Fig. 10).

The Tabula Muris^28^ Gene-count tables for FACS sorted adult Aorta, Brain, Diaphragm, Fat, Heart, Kidney, Limb, Liver, Lung, Mammary Gland, Pancreas and Trachea cells were downloaded from Figshare: https://figshare.com/articles/Single-cell_RNA-seq_data_from_Smart-seq2_sequencing_of_FACS_sorted_cells_v2_/5829687.

The expression matrix was then processed through the CONCLUS pipeline^52^: https://github.com/lancrinlab/CONCLUS. We then generated t-SNE plots highlighting the expression pattern of *Cdh5* and *Cd44* genes (Supplementary Fig. 11).

### In vitro ES cell differentiation system

The A2lox Empty embryonic stem (ES) cell line^24^ was maintained and differentiated as follows. ES cells were maintained on mouse embryonic fibroblasts (MEFs) in KnockOut™ Dulbecco’s modified Eagle’s medium (DMEM) medium (Gibco, 10829018) supplemented with 1% Penicillin–Streptomycin (Gibco, 15070063), 1% l-glutamine (Gibco, 25030081), 1% MEM non-essential amino acids solution (Gibco, 11140050), 15% FBS (Gibco, 10270106), 0.024 μg mL^−1^ of LIF (EMBL Protein expression and purification core facility) and 0.12 mM of 2-Mercaptoethanol (Gibco). Cells were maintained on MEFs and incubated at 37 °C with 5% CO_2_ and 95% relative humidity. TrypLE™ Express Enzyme (1×) (Gibco, 12605036) was used to detach cells for passaging, collection or to create a single-cell suspension.

To begin differentiation into haemangioblast, the ESCs were passaged twice on 0.1% gelatin to remove MEFs first in DMEM-ES medium and then using IMDM-ES medium containing IMDM (Iscove’s modified Dulbecco medium) (Lonza; BE12-726F) supplemented with 1% Penicilliin–Streptomycin and 1% l-glutamine. In addition, 15% FBS (Gibco, 10270106), 0.024 μg/mL LIF and 0.12 mM β-mercaptoethanol were added. Once MEFs were removed, cells were collected and cultured in untreated 10 cm^2^ petri dishes at a density of 0.3 × 10^6^ cells per dish with EB medium containing IMDM (supplemented with 1% Penicillin–Streptomycin and 1% l-glutamine), 10% FBS (Gibco, 10270106), 0.6% Transferrin (Roche, 10652), 0.03% monothioglycerol (MTG) (Sigma, M6145) and 50 μg/mL ascorbic acid (Sigma, A4544). After 3 days in culture, Flk1^+^ haemangioblast cells were isolated through magnetic activated cell sorting^24^ using an anti-Flk1 APC conjugated antibody (Supplementary Table 3) and anti-APC microbeads (Miltenyi Biotec, 130-090-855).

For the haemangioblast differentiation, Flk1^+^ cells were cultured on gelatin for 24 to 72 h in IMDM medium supplemented with 1% Penicillin–Streptomycin, 1% l-glutamine, 15% FBS (Gibco, 10270106), transferrin (Roche), MTG (Sigma) and 50 mg/μL of ascorbic acid (Sigma), 15% D4T^24^, 10 μg/mL VEGF (Preprotech, 500-P131) and 10 μg/mL IL6 (Preprotech, 216-16). The cells could then be collected with TrypLE express and cell populations analysed by flow cytometry using anti-VE-Cad, anti-CD41 and anti-Kit antibodies (Supplementary Table 3). For in vitro CD44–hyaluronan interaction experiments Flk1^+^ cells were plated on gelatin, as per the haemangioblast differentiation protocol, and incubated with either 10 μg/mL anti-CD44 antibody [KM201] (Supplementary Table 3), 300 μg/mL of hyaluronidase (Sigma, H4272) and 500 μM of 4MU (Sigma, M1381-25G). Generation of haematopoietic and endothelial populations was assessed by flow cytometry after 48 h in culture.

### Antibody screen, flow cytometry and cell sorting

The antibody screen was performed using the Mouse Cell Surface Marker Screening Panel (BD Bioscience; Supplementary Table 3) according to the manufacturer’s instructions. Cells from haemangioblast culture and dissociated AGMs were stained with different combination of antibodies (Supplementary Table 3). Dyes 7-AAD (Invitrogen, A1310) or Sytox Blue (Invitrogen, S34857) were used to exclude dead cells. FACS analysis was done using FACS Aria III (Becton Dickinson) and FACS Diva software. Data were later analysed using FlowJo v10.1r5 (Tree Star, Inc.). For single-cell qPCR analysis, cells were sorted using an 85 μm nozzle directly into the reaction buffer (Cells Direct qRT-PCR Kit, Invitrogen) and were snap frozen. For OP9 co-culturing assays, cells were sorted using 100 μm nozzle directly into a 96-well culture dish (Costar).

### Immunofluorescence and confocal microscopy

Mid-gestation embryos were dissected and fixed in 4% paraformaldehyde for 15 min at room temperature then incubated in 15% sucrose solution for 1 h before freezing in OCT (Tissue-Tek). Ten-micrometer transverse cryo-sections of the AGM region were then placed on superfrost plus slides (Thermo Scientific). Sections were washed in PBS, incubated in 1 M glycine solution and permeabilized with 0.3% Triton X-100 (Sigma). Blocking solution consisting of 5% donkey serum, 5% goat serum and 0.1% Tween-20 (Sigma) in tris-buffered saline (TBS) buffer was applied to sections for 2 h at room temperature. Sections were incubated in primary antibodies overnight at 4 °C and then washed. Secondary antibodies (Thermo Scientific; Supplementary Table 3) were applied for 1 h at room temperature and were washed before 4′,6-diamidino-2-phenylindole nuclear stain (Invitrogen) was applied for 15 min. Slides were washed before being mounted with Prolong gold (Life Technologies) and imaged on a Leica SP5 confocal microscope.

### Single-cell q-RT-PCR

Single cells were sorted directly into lysis buffer and snap frozen. Samples were reverse transcribed with superscript III reverse transcriptase from the Cells Direct one-step qRT-PCR Kit (Invitrogen) for 15 min at 50 °C. The cDNA was then pre-amplified for 20 cycles with 25 nM final concentration of each outer primer for a set of 96 target genes (Supplementary Table 2). The cDNA was then diluted with loading reagent (Fluidigm) and SoFastTM EvaGreen supermix (Biorad), and were loaded onto a chip with inner primer mix. Amplification of the target genes was measured with the Fluidigm Biomark HD system, with the Biomark Data Collection software and the GE96 × 96 + Meltv2.pcl programme.

### Single-cell qPCR data analysis

Initial analysis of single-cell qPCR data were performed using the Fluidigm Real Time PCR analysis software^24^. Hierarchical clustering and PCA analysis were performed using the SINGuLAR analysis toolkit (Fluidigm version 3.5) in R software (version 3.2.1).

### Bulk RNA sequencing and data analysis

Bulk RNA-seq was performed as described by the SmartSeq2 protocol^53^. Briefly, 25 cells from each group (Supplementary Table 4) were FACS sorted directly into lysis buffer containing 0.2% Triton X-100, oligo-dT primers and dNTP mix, and then snap frozen. Reverse transcription was then performed, followed by pre-amplification for 14 cycles. Nextera libraries were then prepared and sequenced on the Illumina Next Seq sequencer.

Sequencing data were analysed with the aid of the EMBL Galaxy tools (galaxy.embl.de)^54^—specifically FASTX for adaptor clipping, RNA STAR for mapping and htseq-count for obtaining raw gene expression counts. The R software (version 3.3.1, http://www.R-project.org) was then used to generate heatmaps and tSNE plots using the DESeq2, Scater, Biobase and pHeatmap packages.

### Cell cycle analysis

To analyse the cell cycle status of AGM-derived cells, we used the Click-iT plus EDU flow cytometry kit (Life Technologies; C10633). After dissection, AGMs were incubated in 10 μM of EDU in PBS with 10% FBS for 1 h at 37 °C. The tissue was then washed and incubated in 1.25 mg/mL of collagenase for 30 min. The sample was washed again and stained for cell surface markers (CD44, VE-Cad and Kit; Supplementary Table 3). Approximately 1000 cells were sorted based on cell surface expression into their different populations. Cells were then washed in PBS with 1% bovine serum albumin and then fixed in paraformaldehyde. The cells were permeabilized with a saponin-based wash solution before the addition of a copper protectant and AF488 picolyl azide for the detection of EDU. Finally, the cell populations were stained with Hoechst 33342 (Invitrogen; R37605) before re-analysis on the FACS Aria III, to determine the proportion of cells from each population in G0/G1, S and G2 phases.

### OP9 co-culturing assays

OP9 cells (ATCC, CRL-2749) were maintained in MEM-alpha medium (Gibco, 12561056) with 20% FBS (ATCC, 30-2020). For limiting dilution, co-cultures cells were sorted directly onto a confluent OP9 stromal layer and incubated in medium conducive to haematopoietic development, IMDM (Lonza) treated with 5% penicillin–streptomycin (Gibco) and supplemented with 10% FBS (Gibco, 10270106), l-glutamine, transferrin, MTG, ascorbic acid, LIF, 50 ng/mL SCF (Preprotech, 250-03), 25 ng/mL IL3 (Preprotech, 213-13), 5 ng/mL IL11 (Preprotech, 220-11), 10 ng/mL IL6 (Peprotech), 10 ng/mL Oncostatin M (R&D Systems, 495-MO-025), 1 ng/mL bFGF (R&D Systems, 233-FB-025). Round cell colonies were quantified after 3–6 days in culture. For ex vivo CD44 blocking antibody experiments, 20 VE-Cad^+^CD44^High^ cells were sorted as per OP9 co-culturing assays, into a medium containing either no antibody, or 5 or 10 μg/mL of anti-CD44 antibody [KM201] (Supplementary Table 3). The number of colonies was assessed after 3–6 days in culture.

### Haematopoietic colony-forming assay

One hundred cells were initially sorted onto a confluent OP9 stromal layer as per OP9 co-culturing assay. After 3 days in culture, cells were collected with TrypLE express (Gibco) and CFU-culture assays were initiated using Methocult complete medium (Stem Cell Technologies). Cells were grown in 35 mm culture dishes and colonies quantified after 7 days.

### Lymphocyte progenitor assay

Fifty cells were sorted onto confluent OP9 (ATCC, CRL-2749) or OP9-DL1^55^ stromal layers in MEM-alpha medium (Gibco) and supplemented with growth factors conducive to lymphocyte development, 20% FBS (ATCC, 30-2020), 50 ng/mL SCF (Peprotech), 5 ng/mL Flt-3L (Preprotech, 250-31L) and 1 ng/mL IL7 (Preprotech, 217-17). Medium was changed every 4–5 days and cells were split as necessary. Cells were cultured for 21 days before collecting, with TrypLE express for flow cytometry analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

## Data Availability

The source data underlying Figs. 2a, e, 4b, 6c, 8c, f, 9b, c, f and Supplementary Fig. 17 are provided as a Source Data file. All the expression data supporting the results reported in the article can be found in Supplementary Data 1–8. In addition, the sc-RNA-seq raw data are accessible from the ArrayExpress respository (E-MTAB-6987) and the bulk RNA-seq raw data were deposited at the NCBI Gene Expression Omnibus (GSE128971).

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

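Bulk RNA-seq was measured in 22 libraries of 25 cells each, sorted from the AGM of mouse embryos into 4 populations. There were 10 CD44 Neg libraries (4 at E9.5, 3 at E10, 3 at E11), 6 CD44 LowKit Neg libraries (1, 2 and 3), 3 CD44 LowKit Pos libraries (1, 2 and 0) and 3 CD44 High libraries (all at E11). The raw counts were made by the authors, who amplified the RNA with SMART-Seq2, clipped adaptors with FASTX, mapped the reads with RNA STAR and counted them per gene with htseq-count on the EMBL Galaxy server. They hold 24454 gene symbols and are whole numbers without normalization. The paper's text does not name the genome build, the annotation, the strand setting or the handling of reads shared between genes for these libraries. Every column was assigned to a library by its label, none was left unassigned, and the label date coincides with the embryonic stage. The single-cell data of the paper were not analysed here.

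Between 3912350 and 8657546 reads were counted per library, with a median of 5758382.5. A count of 0 was taken to allow up to 3 counts. The reads carry no molecular identifiers, so this limit covers counting error only. Errors are standard deviations between libraries, and standard errors of log2 fold changes were derived from the quasi-likelihood F statistic.

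The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr (minimum count of 10, minimum total count of 15), counts were scaled by TMM, and edgeR's quasi-likelihood test with a prior count of 0.125 was applied with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.01. CD44 LowKit Neg was compared with CD44 Neg over 16 libraries. The 5 other comparisons of populations came from 1 fit of all 22 libraries. E11 was compared with E9.5 within CD44 Neg (3 libraries against 4), and the dependence of the population difference on stage was tested as an interaction over the 11 libraries from E10 and E11. Distances between libraries were Euclidean on log2 CPM with a prior count of 2, and population labels were permuted within stage 100000 times. For 13 gene lists, limma's camera with a preset correlation of 0.01 was used with adjustment over the lists, and lists were called at an adjusted p under 0.05. For each list, 10000 random lists were drawn from the 100 genes nearest to each member in expression level, GC content and transcript length, taken from a GENCODE annotation that may differ from the authors'.

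The genes named in the text are every gene that the paper names for these libraries, including the sorting markers, and the 3 largest increases and 3 largest decreases among called genes whose populations did not overlap. Other genes are named as chosen after their values were seen. The gene lists, all alternatives apart from 1 and the tests not named otherwise were set before the data were examined. So were the marker lists of macrophages, erythroid cells, mesenchyme, neural cells and the sexes. Tests chosen or changed only after results were seen are named as such with the observations. The alternatives were DESeq2's size factors, upper-quartile scaling, no filter, a filter of at least 10 counts in every library, stage as a covariate, all 22 libraries in the fit, each stage alone, counts thinned to the smallest library, DESeq2's Wald test, limma voom, other thresholds, fry, camera with an estimated correlation, other distances, the 500 most variable genes, and leaving out each library in turn. Leaving *Rn45s* out of the counts was chosen after seeing the data.

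The steps were tested on simulated data. With 200 genes changed, edgeR on 10 against 6 libraries recovered 115 and made 0 false calls, DESeq2 recovered 137 with 10 false calls, and limma voom recovered 103 with 0. The contrast of 3 against 3 libraries within 22 recovered 30 with 1 false call, and the interaction recovered 5 with 0. The comparison of 3 against 4 libraries recovered 106 of 198 with 4 false calls. Of 13 lists, the only one called was the shifted list, and none was called without a shift. The simulated genes varied independently, so this does not test the p-values of lists whose genes vary together. All 22 libraries of 4 simulated groups had a nearest library of their group, against 6 without groups. A gene absent from a fit has no value there. Reporter metabolites, glycerolipids and the enrichment of gene ontology terms were not analysed here.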

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

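The tests of CD44 Neg replicate 6, of CD44 LowKit Neg replicate 16, of the sex of the embryos and of macrophage transcripts in CD44 High were chosen only after the results were seen.

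A library lay apart from the others of its population in 13 of 220 groups of values tested by Dixon's ratio, where chance gives 11. Of these, 6 were in CD44 Neg replicate 6, from E9.5. This library was the lowest of 10 for *Notch1* (24.6 normalized CPM against 69.2 to 184, ratio 0.51), *Pfkl* (149 against 232 to 321, ratio 0.576), *Gapdh* (380.2 against 498 to 659.9, ratio 0.488) and *Acly* (49.7 against 117 to 217, ratio 0.579), and for the share of counts from *Rn45s* (1.92% against 9.11% to 19.3%, ratio 0.675). It was the highest for *Gfi1* (4.28 against 0 to 0.671, ratio 0.691). Among the 11022 tested genes it lay apart below the other 9 libraries by the same ratio in 287, where the other libraries did so in 18 to 224. This is what a general property of the library would give, and it may explain the values of the 6 items. Replicate 9 came close, with 224. The total of replicate 6, 5126278 counts, lay within the range of the other libraries, so a low depth is not the source. Without replicate 6, the number of genes changed between the endothelial populations was 1078, and *Gfi1* did not pass the filter. No biological explanation was tested for this library.

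CD44 LowKit Neg replicate 16, from E10, was the highest of 6 for *Mpo* (3.52 normalized CPM against 0 to 0.336, ratio 0.808) and *Nr2f2* (41.9 against 0 to 3.09, ratio 0.625). CD44 Neg cells or their RNA in this library are a candidate explanation for *Nr2f2*. They would bring other transcripts in the same share. *Nr2f2* reached 32.6% and *Aplnr* 21.3% of their CD44 Neg level there, while the median over 21 genes high in CD44 Neg and low in the other CD44 LowKit Neg libraries was 4.64%, with an upper quartile of 17.7%. The same median was 14.7% over 24 genes in replicate 14, so single genes vary by as much without *Nr2f2*. A small share of CD44 Neg cells and a difference between the cells of this library cannot be told apart, since 1 library of 25 cells holds the signal. *Mpo* is an mRNA of CD44 LowKit Pos and CD44 High cells, and its 26 counts there were not tested further.

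The other 5 items were single libraries. *Cd44* was lowest in CD44 Neg replicate 2 (2.14 normalized CPM against 14.6 to 58.9, ratio 0.543), and *Apln* in CD44 Neg replicate 3 (4.96 against 15.5 to 47.6, ratio 0.486). *Clec4e* was found in CD44 Neg replicate 7 alone (2.01 against 0, ratio 1.0). *Fas* was lowest in CD44 LowKit Neg replicate 13 (57.5 against 92.6 to 116, ratio 0.678). The mean log2 CPM of the proteasome list was highest in CD44 LowKit Neg replicate 14 (7.741 against 7.198 to 7.336, ratio 0.746), the only library of its population from E9.5. For these 5, no explanation was tested, and their number is within what chance gives.

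Within CD44 Neg, 79 of 10813 genes changed between E9.5 and E11 (45 higher at E11), 407 at an adjusted p under 0.05. The paper does not report this comparison. Of the 35 splits of the 7 libraries, 1 gave as many, the real one. Without CD44 Neg replicate 1 the number was 4, and over the 7 fits that each left out 1 library it ranged up to 134, so a single library decides much of it. Among the genes were *Tmem255a* (1.94, adjusted p = 2.5e-04) and *Pecam1* (1.51, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which lay above all 4 E9.5 libraries in 3 of 3 E11 libraries and were chosen after their values were seen. The sex of the pooled embryos is argued against as the source of the 79 as a whole. Of them, 4 lie on X or Y (5.06%, against 3.62% of the genes tested, two-sided Fisher's exact test p = 0.535). *Xist* (1.72, adjusted p = 0.0435) and the 4 Y-linked genes (adjusted p from 0.441 to 0.945) were not called. *Xist* did separate the stages, at 334.8 to 562.9 normalized CPM at E11 and 36.9 to 194.5 at E9.5. A difference in sex between the libraries thus stays open. The stage and the date of the libraries cannot be told apart, since each date holds 1 stage. Of the 79, 16 also changed between the endothelial populations.

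The population difference depended on stage in 1 of 12403 genes, *Pde2a*, with an interaction of −8.85 on the log2 scale (SE 0.80, adjusted p = 0.00245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 23 genes at an adjusted p under 0.05, 1321 at an unadjusted p under 0.05). *Pde2a* had 0 counts in the 3 CD44 LowKit Neg libraries from E11 and 6.21 to 11.6 normalized CPM in the 2 from E10, so the size of the fitted value depends on the prior count. With population labels permuted within stage, 3 of 100 arrangements gave as many genes, the real one included. The largest number in another arrangement was 856. With counts thinned to the smallest library, 0 genes were called (1259 at an unadjusted p under 0.05; adjusted p = 0.0137 for *Pde2a*), and without 1 library its adjusted p ranged from 0.0036 to 0.0181 (0.014 without CD44 Neg replicate 1). The self-test recovered 5 of 200 such genes, so a low number says little about others.

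All 16 genes of a macrophage marker list were over the floor in every CD44 High library, and 9 of them were called higher there than in CD44 LowKit Pos. The paper does not report this list. *Ptprc*, 1 of the 9, encodes CD45, and the paper equates CD44 High cells with CD45-positive ones, so its rise is within what the paper describes. In CD44 Neg, 7 of the 16 genes were over the floor in a library; no gene of the list is in another list, and the paper names none of the others. *Lyz2* was at 1489 normalized CPM in CD44 High, *Ctss* at 913 and *Tyrobp* at 823. *Ctss*, *C1qb*, *C1qc*, *C1qa* and *Adgre1* had 0 counts in the 3 CD44 LowKit Pos libraries. Macrophages or their RNA in these libraries may be the source, and the test came out as they would give, with 16 genes over the floor. Transcripts of the CD44 High cells themselves would give the same, so these explanations cannot be told apart; the 3 libraries are all from E11, which holds no CD44 LowKit Pos library.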

How the results depend on the processing

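Leaving *Rn45s* out was chosen after seeing the data, and no other alternative was. Over all alternatives, 147 results for named genes gave 4221 values, of which 3977 kept their direction and their side of the threshold, 169 lost a call, 49 gained one and 26 took the opposite sign. The 22 results that answer a comparison gave 604 values. Of these, 539 kept their direction and call or, for counts, stayed within 1.5 times, 17 lost a call, 2 gained one, 1 took the opposite sign and 45 counts moved further. The number of libraries whose nearest library was of the same population was 20, with 21 over the 500 most variable genes and 19 to 20 of 21 without 1 library.

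The 1121 genes changed between CD44 LowKit Neg and CD44 Neg became 1877 (965 higher) with DESeq2's Wald test on 16 libraries and 1718 (877 higher) on 22, and the cause was not tested. Looser thresholds gave 2217 genes at an adjusted p under 0.05 and 2213 at an unadjusted p under 0.01. The fits within a stage hold fewer libraries and gave 376 genes at E11 and 1 at E10; E9.5, with 1 CD44 LowKit Neg library, was not run alone. Across the 16 fits that each left out 1 library, the number ranged from 875 (without CD44 LowKit Neg replicate 13) to 1222 (without CD44 LowKit Neg replicate 14). The other alternatives gave 1060 to 1370. The balance of 544 higher and 577 lower turned to 642 and 498 with DESeq2's size factors, 595 and 465 without a filter, 623 and 537 with at least 10 counts and 623 and 501 with *Rn45s* left out. The cause was not tested.

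Of the 93 named genes between these populations, 60 were called with all libraries, and all 60 lost their call within E10. Within E11, where 90 had a value, 24 of the 60 lost it. Fewer libraries were compared within a stage. Within E10, *Tie1* (−0.26), *Notch1* (−0.20), *Nos3* (−0.016), *Flt1* (−0.83) and *Madcam1* (0.18) took the opposite sign, and within E11 *Cldn5* (0.28), *Kdr* (0.060) and *Ly6e* (−0.46) did. *Flt1*, near 0 with all libraries, was also negative with stage as a covariate (−0.26), with all 22 libraries in the fit (−0.0066), with thinned counts (−0.018) and under limma voom (−0.095). The cause was not tested. None of these 8 genes was called with all libraries. Without 1 library, *Flt1* ranged from −0.19 to 0.19, *Cldn5* from −0.30 to 0.044, *Madcam1* from −1.25 to 0.083 (without CD44 Neg replicate 2) and *Kit* from −0.23 to 0.046 (without CD44 LowKit Neg replicate 16). *Itgb3* in CD44 High against CD44 LowKit Pos turned to 1.16 with stage as a covariate, where no stage holds both populations. *Madcam1* in the same comparison ranged from −9.09 to 0, since without CD44 LowKit Pos replicate 19 both populations have 0 counts.

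For the gene lists, camera with an estimated correlation left the medians as they were and took the call from the respiratory chain (−0.41), nucleotide biosynthesis (−0.90), the proteasome (−0.60), the cathepsins (1.54) and phosphatidylinositol metabolism (0.26), each with an adjusted p of 0.189, and from the S phase (−0.74, adjusted p = 0.228) and the G2/M phase (−0.51, adjusted p = 0.334). Under fry, autophagy (0.25, adjusted p = 0.0422) and sphingolipid metabolism (0.29, adjusted p = 0.0374) gained one. Within E10, the cathepsins (0.82, adjusted p = 0.389) and the S phase (−0.28, adjusted p = 0.101) lost theirs. Phosphatidylinositol metabolism also lost its call without a filter (0.28), with at least 10 counts (0.20), with stage as a covariate (0.18), with all 22 libraries (0.18), within E11 (0.30) and within E10 (0.27), at adjusted p from 0.0543 to 0.606. Without 1 library it ranged from 0.0115 (without CD44 LowKit Neg replicate 11) to 0.34, and ubiquitin conjugation and ligation from −0.027 (without CD44 LowKit Neg replicate 11) to 0.13. The cause was not tested. Glycolysis, the TCA cycle and amino acid biosynthesis kept their direction and call under all 28 alternatives.

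For the other comparisons, DESeq2's Wald test gave 1325 genes (457 higher) between CD44 LowKit Pos and CD44 LowKit Neg, 866 (273 higher) between CD44 LowKit Pos and CD44 Neg, 738 between CD44 High and CD44 LowKit Pos, 2720 (1028 higher) between CD44 High and CD44 LowKit Neg and 2338 (893 higher) between CD44 High and CD44 Neg, and the cause was not tested. With stage as a covariate the first was 366. The filter of at least 10 counts in every library tests fewer genes. It gave 190 for CD44 LowKit Pos and CD44 Neg, 116 for CD44 High and CD44 LowKit Pos, 1179 for CD44 High and CD44 LowKit Neg and 839 for CD44 High and CD44 Neg. Without 1 library, these numbers ranged from 65 (without CD44 LowKit Pos replicate 17) to 687 for CD44 LowKit Pos and CD44 LowKit Neg, from 159 (without CD44 LowKit Pos replicate 18) to 630 for CD44 LowKit Pos and CD44 Neg, from 251 to 408 for CD44 High and CD44 LowKit Pos and from 1334 to 2176 for CD44 High and CD44 LowKit Neg, both lowest without CD44 High replicate 22, and from 1340 to 1889 for CD44 High and CD44 Neg.

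Between E9.5 and E11 within CD44 Neg, 270 genes changed without a filter, 209 with at least 10 counts, 563 with DESeq2's Wald test and 407 at an adjusted p under 0.05; without 1 library, 4 (without CD44 Neg replicate 1) to 134 (without CD44 Neg replicate 6) did. The population difference depended on stage in 190 genes without a filter, 7 with at least 10 counts, 135 with DESeq2's Wald test and 23 at an adjusted p under 0.05. With thinned counts, 0 genes were called (1259 at an unadjusted p under 0.05). Over 9 fits that each left out 1 library other than CD44 LowKit Neg replicate 15 or 16, 0 (1095 at an unadjusted p under 0.05 without CD44 Neg replicate 1) to 3 were. The cause was not tested.

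With at least 10 counts in every library, 61 of the 93 named genes had a value between the endothelial populations, since genes under 10 counts in any library are left out. *Runx1*, *Gfi1* and *Itgb3* had no value within E11, nor *Gfi1* without CD44 Neg replicate 6, *Itgb3* without CD44 Neg replicate 4 or 10, and *Fam167b* with thinned counts or without CD44 Neg replicate 1, 2, 3, 8, 9 or 10. Depth limits the genes with 0 counts in a population, whose folds are lower bounds.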

Differences from the paper's values

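No value that the paper states for these libraries differed from the value found here by the rules applied: 1 count and the log2 fold changes of 25 named genes were compared, the latter with the sign of the paper's supplementary table turned. The supplementary table used here holds 713 of its 1605 genes, and 892 were not used here. All 25 genes had the same sign, with a median difference of 0.096 and a largest difference of 0.303. The paper's number of genes changed between CD44 Neg and CD44 LowKit Neg cells is 1605, and the number here was 1121, closer than a factor of 1.5. The paper's text gives a p-value under 0.01 from Wald's test without naming an adjustment. It was read here as an adjusted p, since the largest adjusted p among the 713 genes was 0.00992. Of the alternatives set before the data were examined, DESeq2's Wald test gave 1877 on 16 libraries and 1718 on 22, and stage as a covariate 1296, all within a factor of 1.5 of the paper's number. An adjusted p of 0.05 gave 2217 and an unadjusted p of 0.01 gave 2213, also within it.

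The paper states that genes of proteolysis rise in CD44 LowKit Neg cells. The cathepsin list rose (median log2 fold change of 1.54, with 8 genes higher and 2 lower). The proteasome list fell (−0.60) and the list of ubiquitin conjugation and ligation stayed near 0 (0.048). These lists were set here and need not hold the genes that the paper refers to.

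Some genes that the paper names or draws for these libraries were not called here. For *Sox17*, *Gfi1*, *Bmpr1a* and *Fgd5*, which are drawn in Fig. 5, its text states no change between CD44 LowKit Neg and CD44 Neg. *Runx1* (2.73, adjusted p = 0.16), *Notch1* (0.57, adjusted p = 0.256) and *Dll4* (1.21, adjusted p = 0.0312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were called under no alternative. *Fgd5* was called without CD44 Neg replicate 9 alone. *Nfe2* was called with all 22 libraries in the fit and by DESeq2's Wald test on 16 and on 22 libraries, and *Ifitm1* by DESeq2's Wald test on 22. *Gfi1* was called with stage as a covariate, with all 22 libraries in the fit, by DESeq2's Wald test on 22 libraries and without CD44 LowKit Neg replicate 11. *Sox17* was called with DESeq2's size factors, without a filter, with at least 10 counts in every library, with stage as a covariate, by DESeq2's Wald test on 16 libraries and by limma voom, without CD44 Neg replicate 1 or 3 and without CD44 LowKit Neg replicate 14, and also with *Rn45s* left out, which was chosen after seeing the values. *Bmpr1a* was called with stage as a covariate, in the E11 libraries alone, by DESeq2's Wald test on 22 libraries, by limma voom and without CD44 Neg replicate 6.

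Of the genes drawn in Fig. 6, *Eno1*, *Gpt2*, *Acly*, *Suclg1*, *Got1*, *Oat*, *Prodh*, *Bcat2*, *Fasn*, *Slc25a26*, *Oxct1*, *Cpt1a* and *Nos3* were not called, all with the direction drawn. *Eno1* was called by DESeq2's Wald test on 16 and on 22 libraries. *Got1* was called by the same tests and without CD44 LowKit Neg replicate 14 or CD44 Neg replicate 6. *Oat* was called with stage as a covariate, in the E11 libraries alone, by limma voom and without CD44 LowKit Neg replicate 14, and *Slc25a26* by limma voom. The other 9 were called under no alternative.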

Other observations

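The tests of stage, of CD44 LowKit Pos cells, of erythroid RNA, of cells from around the vessel, of the E11 *Runx1* values and of matched lists for 10 of the 13 lists were chosen only after the results were seen.

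The 1121 genes changed between CD44 LowKit Neg and CD44 Neg cells were weighed against 5 technical explanations. Of 100 splits of the 16 libraries into 6 and 10, out of 8008 possible, 1 gave as many genes, the real one, and the other splits gave at most 21. The 6 libraries from E11 against the other 10 gave 19 genes. With all libraries thinned to the smallest total, 1160 genes were called, which argues against depth. With stage as a covariate 1296 were, and with *Rn45s* left out 1124, which argues against stage with its date and against pre-ribosomal RNA as the whole source. Cells from around the vessel would bring *Col1a1*, whose largest count in the 16 libraries was 0. The mesenchyme list goes the other way, with a sum of 192 to 358 normalized CPM in CD44 LowKit Neg and 0.465 to 126 in CD44 Neg. *Col1a1* alone therefore does not decide on such cells.

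In the 3 CD44 LowKit Neg libraries from E9.5 and E10, CD44 LowKit Pos cells or their RNA could bring haematopoietic transcripts. With the make-up of the CD44 LowKit Pos libraries, they would bring all abundant CD44 LowKit Pos transcripts in 1 share. Over 41 other genes high in CD44 LowKit Pos and low in CD44 Neg, the median share of the CD44 LowKit Pos level was 13.4%, and 10 of them stayed under 5%. *Gfi1* (83.5%), *Ctsc* (57.2%) and *Runx1* (56.5%) lay above the highest decile (45.4%), which argues against such cells as their whole source. The thresholds, at least 20 normalized CPM in every CD44 LowKit Pos library and a CD44 Neg mean under 5% of the CD44 LowKit Pos mean, were picked from 4 sets tried. At least 30 normalized CPM gave 29 genes with a median of 12.3% and a highest decile of 46.8%, and at least 50 or 100 with a CD44 Neg mean under 1 or 2 normalized CPM gave 1 and 2 genes. Under the latter 2 sets, all 6 named genes lay above the selected ones. *Ifitm1* (20.1%), *Spi1* (19.2%) and *Nfe2* (15.7%) lay between the lower quartile of 5.55% and the upper quartile of 26.9%, the first test made, which left them open. The test was then changed to the other genes: at the share of *Nfe2*, 10 of the 41 lay below their lowest CD44 LowKit Pos level times this share in each of the 3 libraries, with *Ptprc*, *Rgs18* and *Tuba8* at 0 counts where 4.61, 5.65 and 3.39 normalized CPM would be needed. This argues against cells with the make-up of the CD44 LowKit Pos libraries as the whole source of *Ifitm1*, *Spi1* and *Nfe2*. A part from such cells stays open, since the shares of these 3 genes lie among those of the other genes. *Ptprc*, *Rgs18* and *Tuba8* were chosen after their values were seen.

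Macrophages or their RNA in the same libraries are argued against: of 8 abundant macrophage transcripts, 2 were over the floor (*Lyz2* at 18.5 to 28.4 normalized CPM and *Fcer1g* at up to 9.74), and the other 6 stayed at or under 0.168. Of the whole list of 16, 8 were over the floor there, with *Laptm5* at 24.7 to 87.3 normalized CPM, *Mrc1* at up to 39.3, *Cx3cr1* at up to 13.7, *Fcgr3* at 6.71 to 8.46, *Cd14* at up to 1.49 and *Cd68* at up to 0.927, while *Ptprc*, *Adgre1*, *C1qa*, *C1qb*, *C1qc*, *Ctss* and *Tyrobp* had 0 counts. The list summed to 107 to 150.5 normalized CPM in CD44 LowKit Neg and 22.7 to 45.8 in CD44 Neg, so single genes of the list were expressed without the others. Of the macrophage list, 4 genes could be tested between the endothelial populations and *Laptm5* was called higher in CD44 LowKit Neg (2.27, with 6 of 6 libraries above the CD44 Neg median, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For erythroid RNA, the summed level of 7 globin transcripts was higher in CD44 LowKit Neg than in CD44 Neg (10.4 normalized CPM), the first comparison made. *Hba-a1*, *Hba-a2*, *Hbb-bt* and *Hbb-bs* had 0 counts in all libraries, so the sum rests on *Hbb-y*, *Hbb-bh1* and *Hba-x*. A comparison of stages (22 at E9.5 and E10, 41.1 at E11) did not separate the explanations either, since haematopoietic transcripts were found at E11 too, and the test was changed again. CD44 Neg replicates 2, 3 and 5 had 20.8 to 23.7 normalized CPM of globins, at least as much as the lowest CD44 LowKit Neg library. At the highest ratio of each transcript to the globins in these 3 libraries, 5 of 6 genes (*Ctsc*, *Runx1*, *Gfi1*, *Spi1* and *Ifitm1*) lay above the level from globins in each CD44 LowKit Neg library from E9.5 and E10. *Nfe2* lay above it in the 2 from E10. This argues against erythroid RNA as their whole source at E9.5 and E10, if its make-up is the same in all libraries. At E11, 2 of the 6, *Ctsc* and *Nfe2*, lay above it in each library. For *Gfi1*, *Spi1* and *Ifitm1*, low levels of erythroid RNA and expression in the cells cannot be told apart there. *Runx1* had 0 counts at E11, so it holds no signal to explain.

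Of the marker lists, the erythroid list holds 10 genes, 5 of them over the floor in a CD44 Neg library, and 0 of 1 tested was called (1 at an unadjusted p under 0.05). The mesenchyme list holds 11, 7 of them over the floor in a CD44 Neg library, and 0 of 5 tested were called (1 at an unadjusted p under 0.05); its sum was 192 to 358 normalized CPM in CD44 LowKit Neg and 0.465 to 126 in CD44 Neg. The neural list holds 9, 3 of them over the floor, and *Stmn2* was called higher (2.48) and *Nes* lower (−2.02) in CD44 LowKit Neg. The female list (1 gene) and the male list (4 genes) gave 0 calls (1 gene each at an unadjusted p under 0.05). No gene of these lists is in another list or named by the paper. In the E11 CD44 LowKit Neg libraries, *Col1a2*, *Col3a1* and *Pdgfra* were found, and the sum of 6 abundant mesenchyme transcripts reached 82.6 normalized CPM, against 34.4 in CD44 Neg. Cells from around the vessel would bring *Col1a1* as well, which had 0 counts, and these genes were picked for the pattern, so such cells and expression in the endothelial cells cannot be told apart.

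*Runx1* had 0 counts in the 3 CD44 LowKit Neg libraries from E11 and in the 3 CD44 Neg libraries from E11. In the 3 CD44 LowKit Neg libraries from E9.5 and E10 it was at 44.8 to 129 normalized CPM, where the limit at E11 was 0.465. The smallest count in an E11 CD44 High library was 276, which argues against a loss of *Runx1* reads at this stage. Detection in 3 of 3 libraries against 0 of 3 gave p = 0.1 (two-sided Fisher's exact test), which 3 libraries against 3 cannot go below, so stage, date and chance cannot be told apart for CD44 LowKit Neg. In CD44 Neg, *Runx1* had 10 to 113 counts in the 4 libraries from E9.5, against 0 at E11, and the comparison of these stages gave an adjusted p of 0.0148 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it was not called there. It was called without a filter and by DESeq2's Wald test (adjusted p from 2.4e-06 to 0.0593 over the alternatives). A loss of *Runx1* expression from E9.5 to E11 in CD44 LowKit Neg cells may be tested in more libraries.

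For the gene lists, 1 of 100 splits of the libraries shifted the median as far, the real one, for glycolysis, the TCA cycle, the respiratory chain, amino acid and nucleotide biosynthesis, the proteasome, the cathepsins and the S phase. It was 2 for autophagy and for phosphatidylinositol metabolism, 7 for sphingolipid metabolism, 17 for the G2/M phase and 39 for ubiquitin conjugation and ligation. Expression level, GC content and transcript length could shift a list by themselves. Of 10000 matched lists, 0 shifted as far as glycolysis, amino acid biosynthesis, nucleotide biosynthesis, the cathepsins, the S phase and the G2/M phase, 38 as far as the proteasome, 117 as far as autophagy and 298 as far as sphingolipid metabolism. For phosphatidylinositol metabolism (955), the TCA cycle (1183), the respiratory chain (1374) and ubiquitin conjugation and ligation (4026) these properties may give the shift without a change of the pathway.

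For the other comparisons, 1 split, the real one, gave as many genes among 84 for CD44 LowKit Pos and CD44 LowKit Neg (at most 426 in the others), 100 for CD44 LowKit Pos and CD44 Neg, 84 for CD44 High and CD44 LowKit Neg (at most 355) and 100 for CD44 High and CD44 Neg. For CD44 High and CD44 LowKit Pos it was 1 of 10, the lowest share that 3 libraries against 3 allow, so the share does not decide on chance; the other splits gave at most 8 genes. With stage as a covariate, 354 genes were called, 268 of them among the 390, and all 390 kept their sign. This argues against a stage effect shared with the endothelial populations as the whole source. All CD44 High libraries are from E11 and no CD44 LowKit Pos library is, so a stage effect of these populations alone was not tested.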
